# The Rice Phytochrome Genes, *PHYA* and *PHYB*, Have Synergistic Effects on Anther Development and Pollen Viability

**DOI:** 10.1038/s41598-017-06909-2

**Published:** 2017-07-25

**Authors:** Wei Sun, Xiao Hui Xu, Xingbo Lu, Lixia Xie, Bo Bai, Chongke Zheng, Hongwei Sun, Yanan He, Xian-zhi Xie

## Abstract

Phytochromes are the main plant photoreceptors regulating multiple developmental processes. However, the regulatory network of phytochrome-mediated plant reproduction has remained largely unexplored. There are three phytochromes in rice, phyA, phyB and phyC. No changes in fertility are observed in the single mutants, whereas the seed-setting rate of the *phyA phyB* double mutant is significantly reduced. Histological and cytological analyses showed that the reduced fertility of the *phyA phyB* mutant was due to defects in both anther and pollen development. The four anther lobes in the *phyA phyB* mutant were developed at different stages with fewer pollen grains, most of which were aborted. At the mature stage, more than one lobe in the double mutant was just consisted of several cell layers. To identify genes involved in phytochrome-mediated anther development, anther transcriptomes of *phyA*, *phyB* and *phyA phyB* mutants were compared to that of wild-type rice respectively. Analysis of 2,241 double-mutant-specific differentially expressed transcripts revealed that the metabolic profiles, especially carbohydrate metabolism, were altered greatly, and heat-shock responses were activated in the double mutant. This study firstly provides valuable insight into the complex regulatory networks underlying phytochrome-mediated anther and pollen development in plants, and offers novel clues for hybrid rice breeding.

## Introduction

Rice (*Oryza sativa* L.), one of the most important crops in the world, has been extensively used as a monocot model crop in developmental biology studies^1^. Male fertility, an essential prerequisite for successful fertilization, depends on well-developed anthers and male gametophytes. On the basis of morphology, rice anther development has been divided into 14 stages, similar to that of *Arabidopsis* ^2^.

Forward and reverse genetic studies have identified a number of key regulators involved in male fertility control, including transcription factors, receptor kinases and hormones^3, 4^. Several rice genes that play important roles in meiosis have also been identified, such as *PAIR1* (*HOMOLOGOUS PAIRING ABERRATION IN RICE MEIOSIS*)^5^, *PAIR2* ^6^, *OsRad21-4* ^7^ and *MEL1* (*MEIOSIS ARRESTED AT LEPTOTENE1*)^8^. Along with meiocytes, anther primordial cells differentiate into four cell layers, epidermis, endothecium, middle layer and tapetum surrounding each lobe. The rice tapetum has a secretory function, the degradation of the tapetum after meiosis provides multiple nutrients for microspore development. Defects in tapetum formation, premature or delayed degradation can result in male sterility. Transcription factors seem to play vital roles in tapetum formation and degradation, such as *Utd1* (*UNDEVELOPED TAPETUM1*)^9^, *TDR* (*TAPETUM DEGENERATION RETARDATION*)^10^ and *MYB*s^11–13^. With the maturation of pollen grains, anther locules are broken at the stomium to release pollen grains. Secondary wall thickenings in the anther endothecium are necessary for anther dehiscence; the special U-shaped thickenings generate tensile forces required for stomium rupture^14^. The MYB transcription factor MYB26^15^ and two NAC transcription factors NST1 (NAC SECONDARY WALL-PROMOTING FACTOR1) and NST2^16^, play important roles in anther dehiscence through regulating secondary wall thickenings in the endothecium. In addition to secondary wall thickenings, suitable humidity and the swelling of pollen grains are required for successful rice anther dehiscence^17^.

Phytochromes are a class of photoreceptors that mainly perceive and respond to red and far-red light to regulate multiple aspects of plant growth and development. Three genes encode phytochromes in the rice genome: phytochrome A (*PHYA*), *PHYB* and *PHYC* ^18–22^. Rice phytochromes are the key regulators that control a series of events during photomorphogenesis, including de-etiolation, plant shape formation, and flowering time^22, 23^. In our previous studies, the *phyA phyB phyC* triple mutant was found to have much lower fertility than the wide-type (WT), whereas the single mutants showed normal fertility^23, 24^. The reduced fertility of the triplet mutant was believed to be caused by the failure of anther dehiscence^23, 24^. In this study, we firstly reported that the mutation of two phytochrome genes, *PHYA* and *PHYB*, could lead to partial male sterile, which was similar to that of the triple mutant. To uncover the regulatory network of *PHYA* and *PHYB* in anther development, a series of histological and cytological observations were carried out, and the results showed that the *phyA phyB* mutant had defects in both anther and pollen development. Subsequently, a comprehensive transcriptome analysis was performed in the present study to compare gene expression profiles between *phyA* and *phyB* single and double mutant, and WT rice anthers. The results revealed that carbohydrate metabolism, stress-, and photosynthesis-related genes were significantly affected in the *phyA phyB* double mutant, indicating a complex regulatory network underlying phytochrome-mediated anther and pollen development in rice.

## Results

### The *phyA phyB* double mutant is defective in anther development

As described in our previous studies, the *phyA phyB phyC* triple mutant showed lower fertility than those of single mutants and WT rice^23, 24^. In this study, we found that the double mutant *phyA phyB*, not *phyA phyC* or *phyB phyC*, was also deficient in seed production. The results indicated that *PHYC* functions redundantly with *PHYA* and *PHYB* in fertility control. In additon, the *phyA phyB* mutant showed significantly different plant architecture-associated characteristics, such as decreased plant height, smaller angle between leaf blade and leaf sheath, smaller and straighter panicles, from those of single mutants and WT (Fig. 1A,B). The seed-setting rate of the *phyA phyB* mutant was significantly lower, approximately 12%, compared with the seed-setting rates of the single mutants and the WT plants, which were over 90% (Fig. 1C).

**Figure 1:**
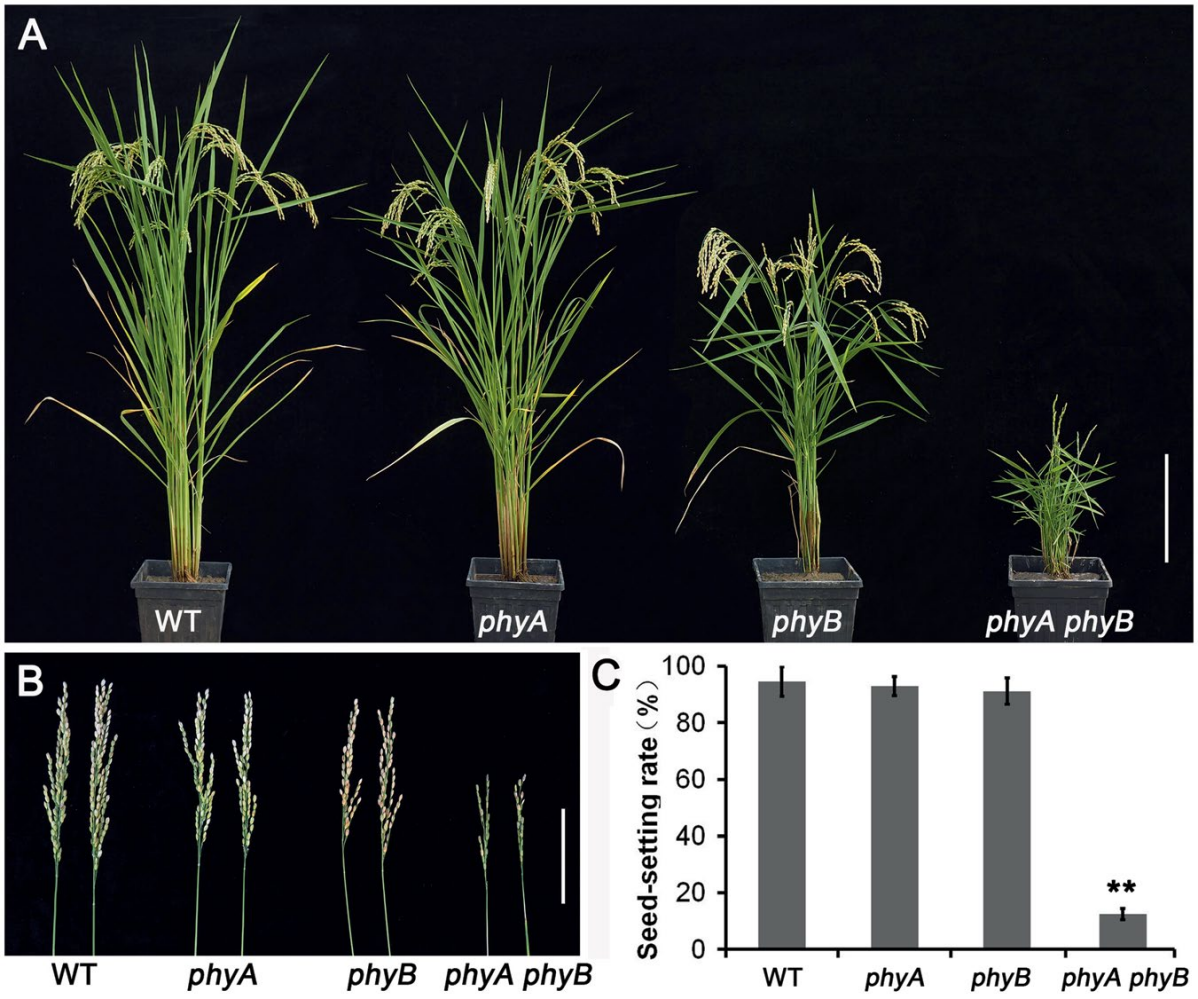
Agricultural traits of the *phyA* and *phyB* single mutants, *phyA phyB* double mutant, and wild-type (WT) rice. (**A**) Comparison of the *phyA* and *phyB* single and double mutants with the WT rice at the grain-filling stage. (**B**) The panicles of *phyA* and *phyB* single and double mutants, and WT rice. (**C**) Statistical analysis of the seed-setting rates of *phyA* and *phyB* single and double mutants, and WT rice. Data were analyzed using paired *t* tests, and **means p value < 0.01. Bars = 20 cm in A, 10 cm in B.

The reduced fertility of the *phyA phyB* double mutant was attributed to the male reproductive tissues because a reciprocal cross with WT pollen restored the fertility of the mutant. In the present study, detailed histological and cytological observations were performed to analyze the male reproductive tissues of the *phyA phyB* mutant. Compared with the single mutants and WT, anthers of the *phyA phyB* mutant exhibited significant differences, including pale-yellow appearances, smaller sizes (~75% the length of the single mutants and WT), and shriveled and distorted anther lobes (Fig. 2A–D). In addition, both the scanning electron microscopic and the semi-thin section observations of anther structures from the *phyA* and *phyB* single mutants, *phyA phyB* double mutant and WT showed that the structures of the four anther lobes of the double mutant were different from one another (Fig. 2E–L), indicating that their developmental synchronization was interrupted. The four lobes remained at different stages, and one or two lobes even could not produce any visible pollen grains (Fig. 2H,L). Before anthesis, the middle layer and tapetum largely degenerated, leaving only the epidermis, which was covered by a cuticular membrane, and the endothecium, which was deposited by U-shaped ligno-cellulosic thickenings adjacent to two splits in the WT and single mutants (Fig. 2M–O). The deposition of secondary thickenings were also observed in the endothecium of some lobes in the anthers of the *phyA phyB* mutant, but the cell layers of the anther walls were more numerous, at least one lobe was just consisted of several cell layers (Fig. 2H,L and P). The extra cell layers of the anther wall in the *phyA phyB* mutant were consisted of enlarged cells with low cytoplasmic density, which were distinguished from those of the middle layer and tapetum layer cells in single mutants and WT (Fig. 2P).

**Figure 2:**
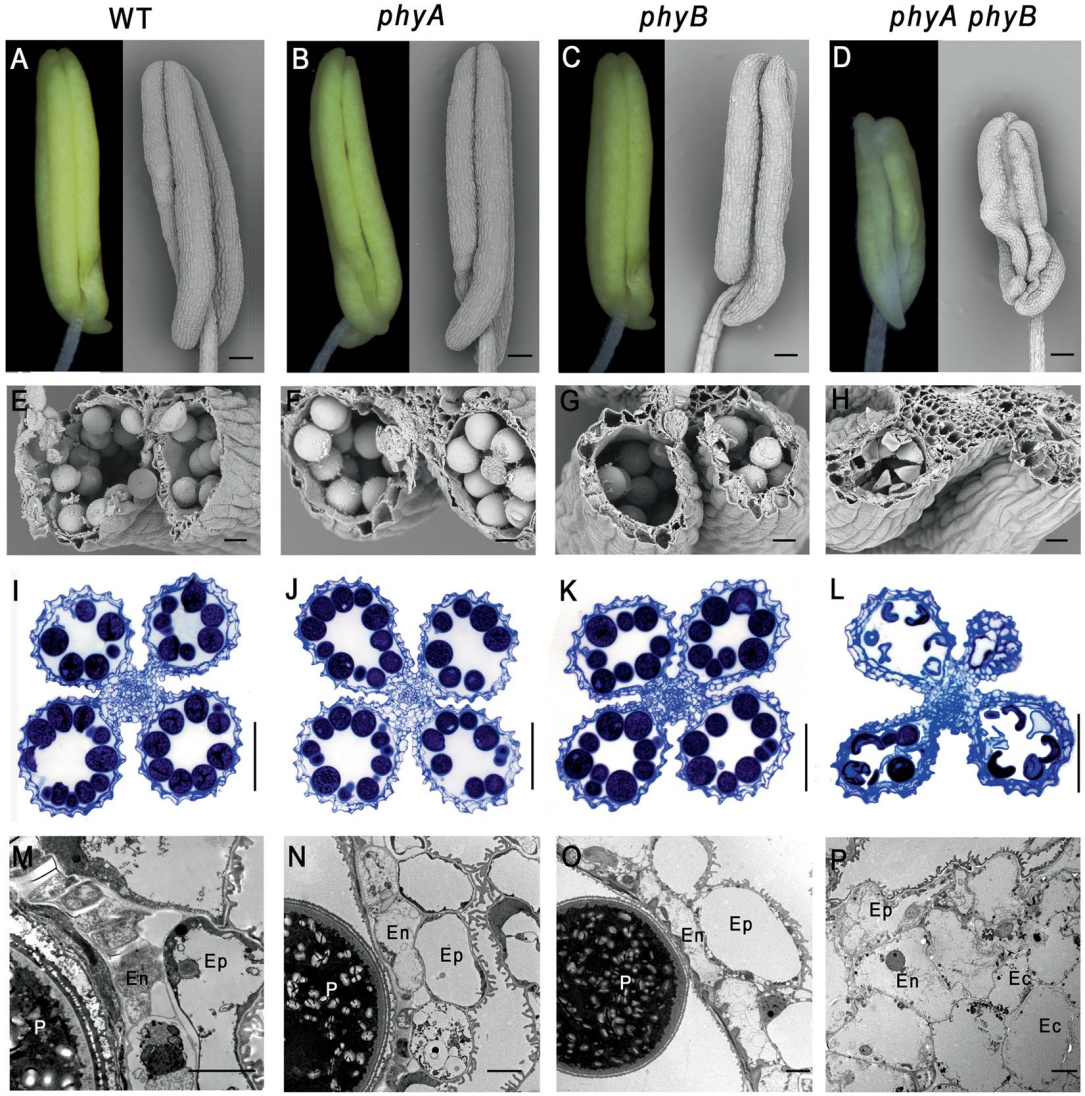
Anthers of *phyA* and *phyB* single and double mutants, and wild-type (WT) rice at stage 12. (**A**–**H**) Light microscopic and scanning electron microscopic analysis of anthers at stage 12. (**I**–**L**) Sections of anthers at stage 12. (**M**–**P**) Transmission electron microscopic analysis of anthers at stage 12. Ep, epidermal cell layer; En, endothecium cell layer; Ec, extra cell layer; P, pollen grain. Bars = 0.1 mm in (**A**–**D**) 20 µm in (**E**–**H**) 50 µm in I–L, 5 µm in M–P.

### Pollen development was severely retarded and pollen viability decreased significantly in the *phyA phyB* mutant

As shown in Fig. 2H,L, pollen development was affected severely in the *phyA phyB* mutant, resulting in multiple shriveled pollen grains, most of which were arrested at stage 11. To observe pollen defects in the *phyA phyB* mutant more clearly, we used transmission electron microscopy to compare pollen grains among WT, single and double mutants. At the mature stage, pollen grains in WT and single mutants were round and enriched with storage materials, such as starch granules and lipid bodies (Fig. 3A–F), which are necessary for pollen viability and function. However, in the *phyA phyB* mutant, most of the pollen grains were irregular in shape and filled with materials of high or low electronic density, no starch granule were visible (Fig. 3G–J). In addition, the transmission electron micrographs of pollen wall structures of the single mutants, double mutant and WT showed no significant difference in the exine structures. However, the double mutant formed a much thinner intine than those of WT and the single mutants (Fig. 3H,J). Considering that pectin and cellulose are the major constituents of intine, we hypothesize that *phyA phyB* mutant pollens contain much less pectin and cellulose.

**Figure 3:**
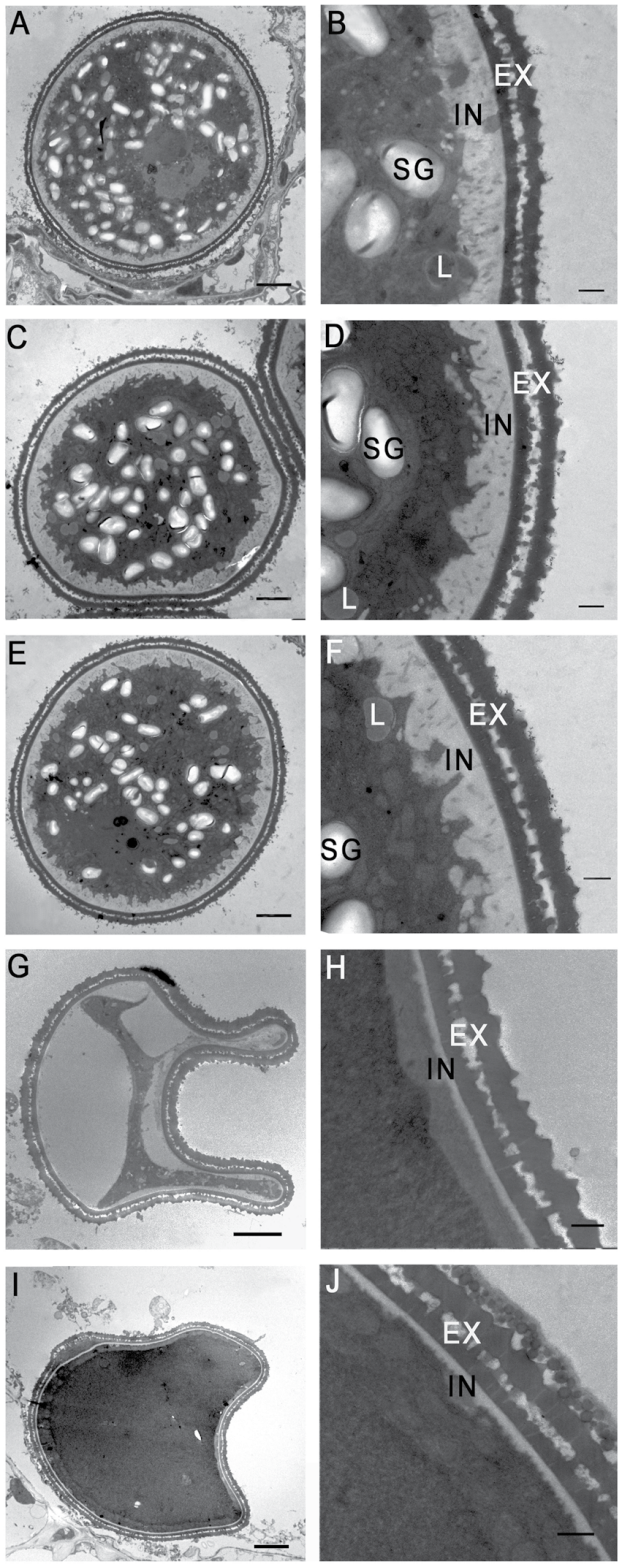
Transmission electron microscopic analysis of pollen grains in the *phyA* and *phyB* single and double mutants, and wild-type (WT) rice at stage 12. Cross sections of pollen grains from WT (**A** and **B**), the *phyA* mutant (**C** and **D**), the *phyB* mutant (**E** and **F**), the *phyA phyB* mutant (**G**–**J**). EX, exine layer; IN, intine layer; SG, starch granule; L, lipid body. Bars = 5 µm in (**A**,**C**,**E**,**G** and **I**) 1 µm in (**B**,**D**,**F**,**H** and **J**).

To examine the vitality of pollen grains in the *phyA phyB* mutant, Alexander’s staining was used to distinguish the viable and aborted pollen grains. As shown in Fig. 4A–C, almost all of the pollen grains in the WT, and *phyA* and *phyB* single mutants were stained purple, indicating that they were active. In contrast, approximately 80% pollen grains in the *phyA phyB* mutant were stained green, which suggested that a large number of pollen grains were aborted (Fig. 4D).

**Figure 4:**
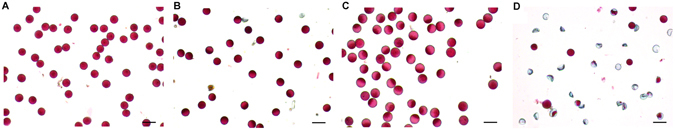
Alexander’s staining of anthers at stage 12. Pollen grains in wild-type (WT) (**A**) the *phyA* mutant (**B**) and the *phyB* mutant (**C**) are stained purple, indicating they are well developed. Most of the pollen grains in the *phyA phyB* mutant are stained green (**D**), indicating they were aborted. Bars = 50 µm.

Thus, the reduced fertility of the *phyA phyB* mutant was determined by two factors, one is the abnormal anther development and failure of anther dehiscence, the other one is reduced pollen vitality.

### Overview of anther transcription profiles of *phyA* and *phyB* single and double mutants and WT rice

To identify genes responsible for abnormal anther development in the *phyA phyB* mutant, 12 cDNA libraries used for digital gene expression analysis were constructed using anthers of *phyA* and *phyB* single and double mutants and WT at stage 12. 

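RNA of rice anthers was compared between 4 genotypes, WT (the cultivar Nipponbare), *phyA*, *phyB* and *phyA phyB*, with 3 libraries of each. The paper places the anthers at stage 12, before anthesis, whereas the sample labels give anthesis as the stage and name 4 plants as the source of the anthers. The labels number the libraries E1 to E12. E1, E5 and E6 are WT, E3, E9 and E10 are *phyA*, E4, E11 and E12 are *phyB*, and E2, E7 and E8 are *phyA phyB*. The authors aligned the reads with Bowtie and deposited, for each of 42120 transcripts, an expected count and an RPKM value (reads normalised to the transcript length and to the size of the library). The expected counts summed to 8180226 to 12011217 per library in WT (median 9444709), 7277551 to 9093913 in *phyA* (8101360), 8768066 to 10319391 in *phyB* (8959340) and 9217892 to 10897172 in *phyA phyB* (10017746). From these counts, rounded to whole numbers, edgeR's quasi-likelihood test was fitted to all 12 libraries at once, for transcripts and for genes (the summed counts of a locus's transcripts), after TMM scaling. Tested were features with a mean count of at least 20 in at least 1 genotype, 17755 genes and 24800 transcripts. As in the paper's methods, a feature was taken as differentially expressed, and is described as having risen or fallen, at a fold change of at least 2, an adjusted p of at most 0.01 (Benjamini-Hochberg) and a mean count of at least 20 in a genotype compared. Levels are given as CPM (counts normalised to the TMM-scaled size of the library), as mean ± SD over the 3 libraries, and fold changes as log2 with their standard error (SE). The test and its adjusted p are edgeR's throughout unless another is named. E1 to E4, 1 library of each genotype, stood apart from the other 8, with 20 genes higher and 265 lower in them when a term for this set was fitted. All genotypes are represented on each side of that divide.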

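*PHYA* and *PHYB*, the genes mutated in these lines, were read in every library as a check of the labels. *PHYA* (LOC_Os03g51030) stood at 178, 163 and 162 CPM in the WT libraries, at 28.6, 22.7 and 21.6 CPM in *phyA*, at 165, 156 and 153 CPM in *phyB*, and at 86.7, 80.4 and 71.7 CPM in the libraries labelled *phyA phyB*. *PHYB* (LOC_Os03g19590) stood at 44.4, 41.5 and 38.9 CPM in WT, at 47.9, 46.1 and 44.2 CPM in *phyA*, at 13.6, 15.1 and 12.8 CPM in *phyB*, and at 21.5, 20.2 and 19.4 CPM in *phyA phyB*. Against WT, the log2 fold change in *phyA phyB* was -1.07 (SE 0.11, adjusted p = 3.7e-06) for *PHYA* and -1.03 (SE 0.09, adjusted p = 1.8e-06) for *PHYB*, so both fell, in 3 of 3 libraries. *PHYA* RNA in *phyA phyB* was nevertheless higher than in *phyA* (log2 1.72, SE 0.11, adjusted p = 8.7e-08), and *PHYB* RNA differed from that in *phyB* by a log2 of 0.55 (SE 0.10, adjusted p = 7.8e-04), below the fold threshold. *PHYC* (LOC_Os03g54084), the third phytochrome gene, was at 18.8 ± 1.05 CPM in WT and 13.0 ± 1.75 CPM in *phyA phyB* (log2 -0.53, SE 0.12, adjusted p = 3.0e-03), also below the fold threshold. The counts cover whole transcripts, and the *phyA* and *phyB* alleles are insertions that leave the rest of each gene in place, so RNA of a mutated gene can still be counted. The *PHYB* difference from WT fell short of the fold threshold without WT library E1 (log2 -0.98), and those of *PHYA* and *PHYB* did so with limma on log2(RPKM + 0.25) (-0.80 and -0.72) and on log2(RPKM + 1) (-0.74 and -0.65).

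**Figure D1:**
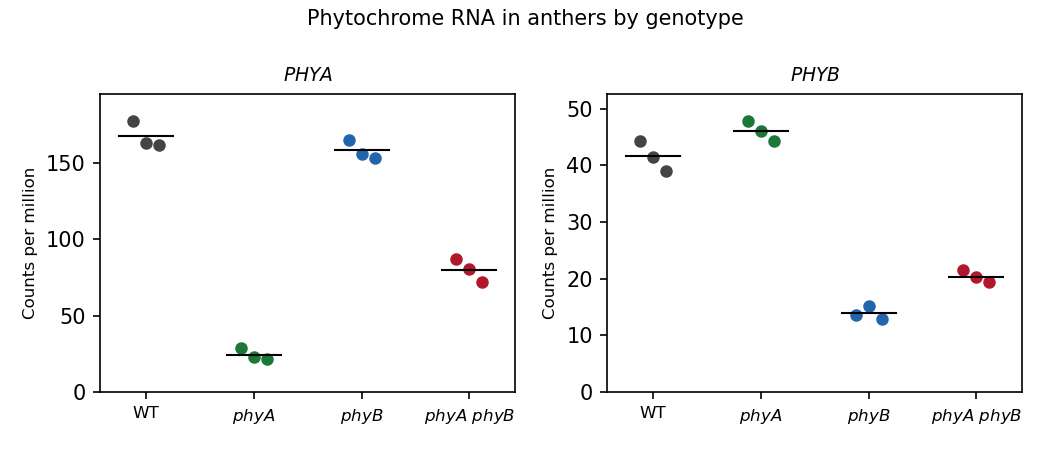
RNA of *PHYA* and *PHYB* in CPM (vertical axes, from 0) in the 4 genotypes. Each point is 1 library and each line the mean of 3; *PHYA* lies at 71.7 to 86.7 in *phyA phyB*, between *phyA* (21.6 to 28.6) and WT (162 to 178).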

Three biological replicates were established for each material. Over 130 million raw reads were generated from the 12 libraries, with *phyA* mutant libraries producing the fewest raw reads and *phyA phyB* mutant libraries producing the most (Table 1). 

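The sums of expected counts were lowest in the *phyA* libraries, with a mean of 8157610 ± 909486 (SD, n = 3), and highest in the *phyA phyB* libraries, with a mean of 10044300 ± 839954 (SD, n = 3). WT lay between them with the widest spread, E1 at 8180226 and E5 at 12011217. In each library the 10 most abundant loci took 5.96% to 11.6% of the counts. LOC_Os09g01000 and LOC_Os09g00999, which carry no gene name in the deposited annotation, took the widest ranging shares, 0.174% to 3.61% and 0.672% to 3.50%, with the highest of both in *phyA phyB* library E8. TMM factors ran from 0.905 in a *phyA* library to 1.17 in a *phyA phyB* library.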

After removing low quality reads, as well as reads with adaptors or more than one N base, the number of clean reads varied greatly among different libraries, from 8,326,096 in the *phyA* library to 14,102,775 in the WT library (Table 1). The clean reads were then mapped to the rice genome, with no more than one mismatch allowed in the alignment. 

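A transcript with an expected count above 0 was found for 35537, 36744 and 36331 transcripts in the 3 WT libraries, out of the 42120 in the table. The lowest number was 35049, in *phyA* library E3, and the highest 37696, in *phyA phyB* library E7. Counted as loci, 25462 to 27903 of 32181 had a count above 0. With at least 10 counts required, 23850 to 27942 transcripts remained per library.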

In total, over 36,000 genes were found to be expressed in rice anther (Table 1). The number of genes expressed in *phyA* and *phyB* single and double mutant anthers was similar to that expressed in WT anthers.

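Transcripts with a count above 0 numbered 36204 ± 613 in WT, 35678 ± 574 in *phyA*, 36274 ± 398 in *phyB* and 37351 ± 533 in *phyA phyB* (SD, n = 3 libraries each). The difference from WT was -526 in *phyA* (exact permutation test, two-sided, p = 0.4), 70 in *phyB* (p = 1 from the same exact test) and 1147 in *phyA phyB* (exact p = 0.2). Among transcripts with at least 10 counts, *phyA phyB* exceeded WT by 1671 (exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). These numbers move with the depth of a library. No difference passed a threshold of 0.05, which an unpaired exact test of 3 libraries against 3 cannot reach. A test blocked by the set of libraries E1 to E4 was not run on these numbers.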

**Table 1:** Overview of reads from *phyA* and *phyB* single and double mutants and wild-type (WT) rice anthers.

Sample	Total reads	clean reads	Unique reads	mapped reads	mapped gene
WT-1	9,436,855	9,390,090	4,424,561	3,561,170	35,537
WT-2	14,145,506	14,102,775	6,092,457	4,661,819	36,744
WT-3	11,040,852	11,007,073	4,980,849	3,874,290	36,331
*phyA*-1	8,349,302	8,326,096	3,842,549	3,110,153	35,049
*phyA*-2	10,689,623	10,657,794	4,887,689	3,761,325	36,172
*phyA*-3	9,497,606	9,455,138	4,378,828	3,422,501	35,814
*phyB*-1	9,988,189	9,954,268	4,502,754	3,684,445	35,858
*phyB*-2	11,908,049	11,888,987	5,127,402	4,073,848	36,650
*phyB*-3	10,511,289	10,471,785	4,986,626	3,893,110	36,314
*phyA phyB*-1	10,601,576	10,563,578	5,088,752	4,111,884	36,738
*phyA phyB*-2	12,680,074	12,655,212	6,053,928	4,771,027	37,696
*phyA phyB*-3	11,793,432	11,765,239	5,751,528	4,490,906	37,620

### Identification of candidate genes responsible for abnormal anther and pollen development in the *phyA phyB* double mutant

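In *phyA phyB* against WT, 1229 genes rose and 897 fell. In *phyA* 276 rose and 125 fell, and in *phyB* 274 rose and 189 fell. Among the largest rises in the double mutant were a mannose-binding lectin (LOC_Os01g24710), from 0.0290 ± 0.050 CPM in WT to 8.84 CPM (7.61 to 10.0 over the 3 libraries), and *osmotin 34* (LOC_Os03g46060), a defence protein, from 0.365 ± 0.21 to 20.3 ± 4.74 CPM. The lectin had 1 count over the WT libraries and 307 over those of *phyA phyB*, a ratio of 249 with an exact 95% interval of 44.4 to 9871 for counting error only (adjusted p = 2.6e-08), and the log2 fold change of *osmotin 34* was 5.65 (SE 0.35, adjusted p = 5.3e-08). *Hydroxysteroid dehydrogenase 6* (LOC_Os04g32080) had no counts in WT and 6.67 ± 2.51 CPM in *phyA phyB*, at least 62.2-fold higher against a floor of 3 counts over the WT libraries. Among the largest falls were the post-illumination chlorophyll fluorescence increase protein (LOC_Os03g38950), from 26.0 ± 3.76 to 0.975 ± 0.18 CPM (log2 -4.71, SE 0.23, adjusted p = 7.2e-09), and an ABC transporter (LOC_Os04g40570), from 33.2 ± 2.98 to 1.66 ± 0.18 CPM (log2 -4.31, SE 0.15, adjusted p = 6.3e-10). The count of genes with an unadjusted p under 0.05 was 8778 in *phyA phyB*, 3808 in *phyA* and 5507 in *phyB*. The higher share of the calls in the double mutant was 57.8%, but limma on log2(RPKM + 0.25) gave 1871 higher and 511 lower, and on log2(RPKM + 1) 1203 higher and 393 lower. The limma fits used RPKM without TMM scaling. TMM factors were 1.11 to 1.17 in *phyA phyB* and 0.937 to 0.962 in WT, so limma's log2 fold changes between them lie higher. Gene names here and below are those in the deposited annotation, mostly of the best match in another species, unless the paper's tables give one.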

Compared with WT anthers, significantly more genes were differentially expressed in the *phyA phyB* double mutant than in either single mutant. In total, 461 (374 genes), 530 (423 genes), and 2,539 (1,951 genes) differentially expressed transcripts were identified in *phyA*, *phyB* and *phyA phyB* mutants, respectively (Fig. 5A, Table S1). These results indicate that gene expression profiles changes dramatically in the double mutant. 

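At the level of transcripts, 338 were higher and 144 lower in *phyA* than in WT, from 381 loci. In *phyB* 347 were higher and 246 lower, from 469 loci, and in *phyA phyB* 1602 were higher and 1166 lower, from 2141 loci. A run of genes that fell in *phyA* lay close together on chromosome 11 (LOC_Os11g12010 to LOC_Os11g12410). Among them a protein kinase gene (LOC_Os11g12270) had no counts in *phyA* and 7.27 ± 0.82 CPM in WT, at least 53.5-fold lower against a floor of 3 counts over the *phyA* libraries, and a SERPIN protease inhibitor (LOC_Os11g12410) went from 20.1 ± 2.37 to 0.0913 ± 0.081 CPM. Neighbouring members of such families can share reads. In *phyB*, a heavy metal transport protein gene (LOC_Os02g37330) rose by a log2 of 3.31 to 9.98 ± 3.96 CPM (adjusted p = 4.6e-04) and a leucine-rich repeat kinase (LOC_Os11g40970) by 2.54 (adjusted p = 1.0e-04). *Alcohol dehydrogenase 1* (LOC_Os11g10510) fell in all 3 mutants, from 28.6 ± 3.08 CPM in WT to 6.57 ± 0.70, 8.38 ± 0.67 and 3.41 ± 0.39 CPM in *phyA*, *phyB* and *phyA phyB*. In Table S1, the paper's lists for the single mutants, 426 of 461 transcripts of *phyA* and 493 of 530 of *phyB* also passed the test here, and all of them had the same sign.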

Among the 2,539 differentially expressed transcripts between *phyA phyB* double mutant and WT libraries, a small percentage of differentially expressed transcripts (298, 11.74%) were common to *phyA*/WT or *phyB*/WT datasets. 

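Of the transcripts that rose or fell in *phyA phyB*, 360 (13.0%) did so in a single mutant as well, 97 with *phyA* only, 177 with *phyB* only and 86 with both. By genes these were 294 (13.8%), and they include a glutamine-dependent asparagine synthase (LOC_Os03g18130), which makes asparagine from aspartate. It rose in every mutant, from 8.53 ± 0.76 CPM in WT to 65.5 ± 4.36 in *phyA*, 47.2 ± 2.53 in *phyB* and 220.5 ± 21.8 CPM in *phyA phyB*. An *α-galactosidase 1* gene (LOC_Os10g35070) followed the same order, from 0.313 ± 0.17 to 5.54 ± 1.24, 2.74 ± 0.44 and 16.6 ± 2.31 CPM. A cinnamoyl-CoA reductase (LOC_Os02g56720) fell to 1.49 ± 0.11, 1.23 ± 0.23 and 1.26 ± 0.14 CPM from 28.0 ± 2.73. Genes that rose in both *phyB* and *phyA phyB* numbered 115 and those that fell in both 75, against 19.0 and 9.55 for independent lists. For *phyA* and *phyA phyB* they numbered 98 and 36, against 19.1 and 6.32, and for *phyA* and *phyB* 108 and 34, against 4.26 and 1.33. A further 15, 24 and 6 genes moved in opposite directions. These comparisons share the WT libraries. In 10 simulations, counts of all 12 libraries, the WT ones included, were drawn anew from the WT means with no change. They gave 0 shared genes, but a covariance of fold changes across genes of 0.024, against 0.191, 0.117 and 0.117 observed. Correlations across genes, which are not independent replicates, were 0.510, 0.495 and 0.485, above the 0.465, 0.272 and 0.427 observed. The WT libraries themselves did not enter, so what their own deviations add to the overlaps was not measured. The 3 controls are too few to be split, so part of the excess over independent lists can come from the shared controls.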

The remaining 2,241 differentially expressed transcripts (1,717 genes) were specific to the *phyA phyB*/WT dataset (Fig. 5A). 

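The transcripts that passed the test in *phyA phyB* and in neither single mutant numbered 2408 (87.0%), from 1864 loci. At gene level they numbered 1832 (86.2%). The MBF1C-type multiprotein bridging factor (LOC_Os06g39240), a transcriptional co-activator, is 1 of these genes, at 0.101 ± 0.091 CPM in WT, 0.137 ± 0.015 in *phyA*, 0.629 ± 0.38 in *phyB* and 5.68 ± 1.73 CPM in *phyA phyB*. The *RNA polymerase sigma-subunit C* gene (LOC_Os05g51150), of the plastid polymerase, is another, at 7.72 ± 0.54 CPM in WT and 12.3 ± 0.89, 6.48 ± 0.47 and 0.822 ± 0.17 CPM in the mutants in the same order. A further 164 genes passed the test in *phyA* alone and 179 in *phyB* alone.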

Because a single mutation of *PHYA* or *PHYB* gene has no impact on the fertility, the 2,241 differentially expressed transcripts specific to the *phyA phyB*/WT dataset were considered to be the candidate genes responsible for the abnormal anther and pollen development of the *phyA phyB* double mutant. These *phyA phyB*/WT-specific differentially expressed transcripts were used in subsequent analyses.

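Tested directly, 1270 of the 1832 genes (69.3%) also differed between *phyA phyB* and *phyA*, 923 (50.4%) between *phyA phyB* and *phyB*, and 740 (40.4%) in both of these comparisons. For 591 of them (32.3%) the interaction of the 2 mutations passed the test, which asks whether the change in *phyA phyB* departs from the sum of those in the single mutants. The 1832 genes were chosen by their calls in these same libraries, which favours such differences, so these shares are not independent evidence. Over all tested genes, 1129 were higher and 1010 lower in *phyA phyB* than in *phyA*, 1053 higher and 587 lower than in *phyB*, and the interaction gave 890 positive and 776 negative genes. Against *phyA* more were lower than higher with DESeq2 (987 higher and 1100 lower), RLE scaling (1056 and 1084) and only the genotypes compared (886 and 1031), but not with upper quartile scaling (1164 and 974) or limma. The interaction gave 854 positive and 850 negative genes with DESeq2 and 825 and 829 with RLE scaling, and more positive ones with limma. *Osmotin 34* had a positive interaction (log2 7.16, adjusted p = 2.3e-04). A pair of *CONSTANS-like 9* genes had negative ones, LOC_Os06g19444 with -5.08 (adjusted p = 5.5e-09) and LOC_Os02g49230 with -3.15 (adjusted p = 2.5e-08). LOC_Os06g19444, a zinc finger protein of the family that acts in day-length responses, stood at 19.2 ± 1.57 CPM in WT, 45.5 ± 0.74 in *phyA*, 39.4 ± 1.97 in *phyB* and 2.77 ± 0.86 CPM in *phyA phyB*. From the fertility of the single mutants, the paper reasons that the transcripts changed in the double mutant alone are the candidates for its abnormal anthers and pollen.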

**Figure 5:**
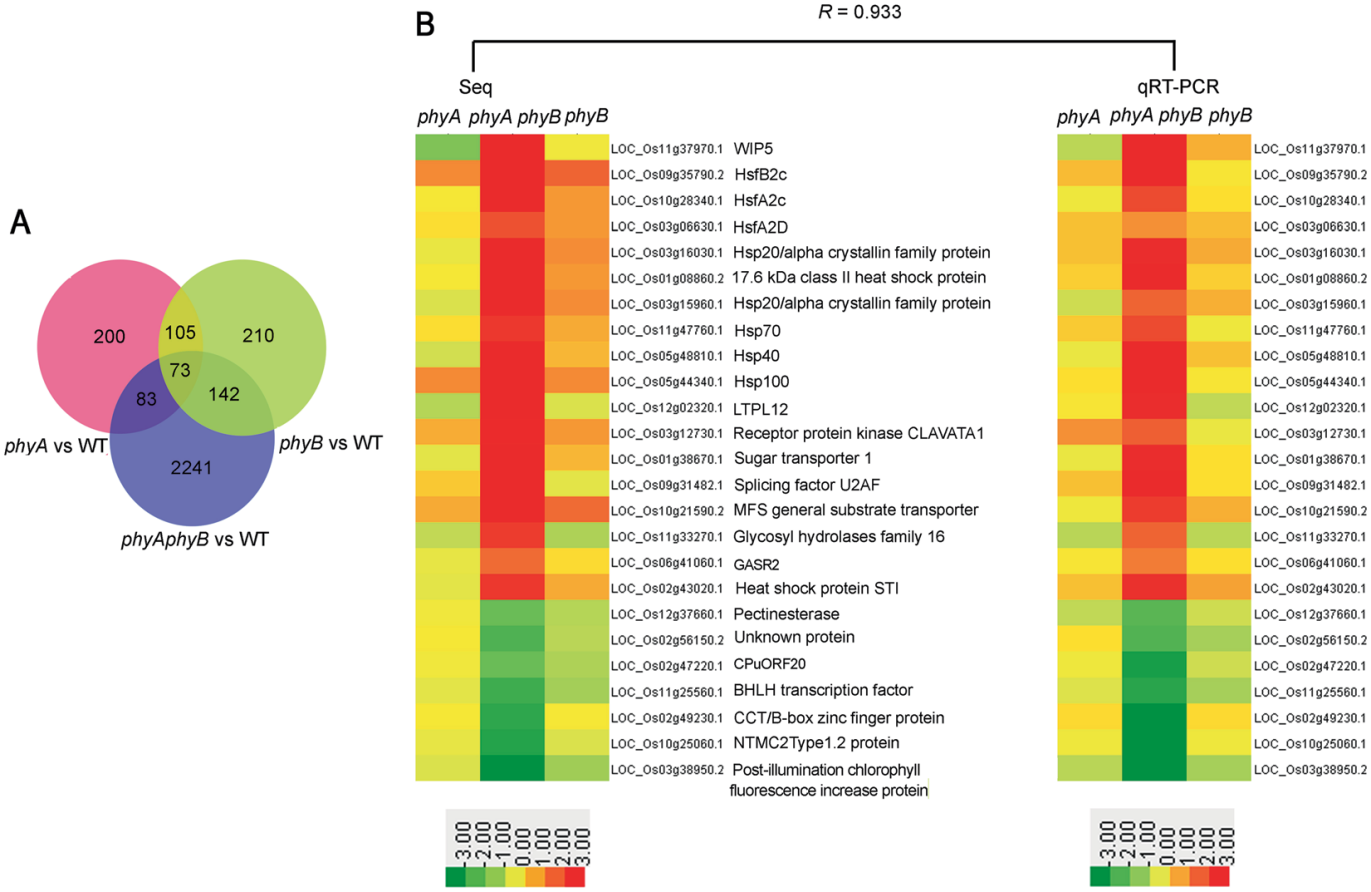
Comparison and validation of transcript profiles of anthers in *phyA* and *phyB* single and double mutants, and wild-type (WT) rice. (**A**) Distribution of differentially expressed genes in anthers among *phyA* and *phyB* single and double mutants, and WT. (**B**) Validation of RNA sequencing results by quantitative reverse transcription PCR. Transcript abundances represented by the two heat maps are the log2-transformed averages of RPKM values of the RNA sequencing analysis (left) from three biological replicates and transcript abundance values from three independent quantitative reverse transcription PCR experiments (right). The heat maps were drawn using Cluster 3.0. Relative expressions are indicated by the color scales at the bottom of the figure. *R* is the correlation coefficient value between the two platforms.

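Of the transcripts that passed the test in *phyA phyB* alone, 1378 were higher and 1030 lower than in WT, and of the genes 1037 and 795. A C-x8-C-x5-C-x3-H zinc finger gene named splicing factor U2AF in Fig. 5B (LOC_Os09g31482) was among the higher ones, at 173 ± 5.00 CPM in *phyA phyB* and 22.1 ± 1.47 in WT (log2 2.97, SE 0.10, adjusted p = 5.2e-10). A protein kinase gene with an upstream reading frame (CPuORF20 in Fig. 5B, LOC_Os02g47220) was among the lower ones, at 676 ± 34.8 CPM against 2495 ± 115 in WT (log2 -1.88, SE 0.09, adjusted p = 4.8e-09).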

Among the candidate transcripts responsible for fertility control in the *phyA phyB* mutant, 1,111 transcripts (847 genes) were up-regulated and 1,130 transcripts (870 genes) were down-regulated (Table S2). Gene Ontology (GO) analysis revealed that genes involved in stimulus responses, carbohydrate metabolism and transport were over-represented in the up-regulated transcripts, while genes involved in photosynthesis were enriched in the down-regulated ones (Fig. S1). 

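Gene Ontology and KEGG terms of the deposited annotation were tested over the genes that passed the test in *phyA phyB* alone, against all annotated tested genes (one-sided Fisher's exact test, 480 terms per direction, Benjamini-Hochberg). Among the genes that rose, 26 terms were enriched at an adjusted p of 0.05. Hydrolase activity on O-glycosyl compounds led with 52 of 166 genes (odds ratio 7.67, adjusted p = 1.8e-21 from Fisher's exact test), followed by cell wall with 90 of 478 (odds ratio 4.01, adjusted p = 8.9e-21). Carbohydrate metabolic process had 88 of 727 genes (odds ratio 2.33, adjusted p = 1.1e-08), response to endogenous stimulus 82 of 863 (adjusted p = 6.1e-04) and response to biotic stimulus 55 of 564 (adjusted p = 0.00705). Among the genes that fell, 10 terms were enriched, with thylakoid at 42 of 309 genes (odds ratio 3.58, adjusted p = 1.1e-08), photosynthesis at 23 of 126 (odds ratio 4.99, adjusted p = 5.8e-07), pectinesterase activity at 15 of 47 (odds ratio 10.4, adjusted p = 9.2e-08) and protein kinase activity at 54 of 784 (adjusted p = 0.0225).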

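Of 18 small Hsp genes listed by annotation, 10 rose in *phyA phyB*, and of 16 heat-shock factor genes 4 rose and 1 fell. Together with the Hsp70, Hsp90 and Hsp100 lists, where 9 of 19, 9 of 15 and 1 of 4 genes rose, these are chaperones that bind unfolded proteins, and the factors that switch on their genes. A class II small Hsp (LOC_Os01g08860) went from 4.05 ± 1.03 CPM in WT to 37.3 ± 6.22 CPM in *phyA phyB* (log2 3.18, SE 0.26, adjusted p = 6.6e-07). Only the first 872 of the 1,111 up-regulated rows of Table S2 were used here, and none of its down-regulated rows, so no share of stimulus genes was computed from it.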

Half of genes involved in stimulus responses in the up-regulated dataset encode heat-shock factors (Hsfs) and proteins (Hsps) (Table S2). 

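Of 19 chitinases, enzymes that cleave chitin and are induced in defence, 12 rose. A chitinase A gene (LOC_Os05g15770) went from 3.63 ± 0.68 CPM in WT to 139.7 ± 16.0 CPM in *phyA phyB* (log2 5.24, SE 0.14, adjusted p = 8.9e-11), with 22.0 ± 1.81 in *phyA* and 6.42 ± 0.44 in *phyB*, and a second one (LOC_Os05g15880) from 1.79 ± 0.22 to 27.9 ± 4.14 CPM (log2 3.93, SE 0.19, adjusted p = 5.4e-09). The chitinase list stood above other genes by limma's camera test (adjusted p = 3.8e-11 with a preset correlation of 0.01, adjusted p = 0.0303 with an estimated correlation). Of 40 genes listed by annotation as cellulases and β-glucosidases, 9 rose and 2 fell, namely a family 10 hydrolase (LOC_Os03g47010, log2 -1.05) and *β-glucosidase 11* (LOC_Os09g33710, log2 -1.73), named after their values were seen. The paper counts family 10 among those able to break down cellulose, and no enzyme activity was measured here. Of 24 family 17 hydrolases, which act on callose, 8 rose and 4 fell. Besides LOC_Os07g13580 these were *β-1,3-glucanase 1* (LOC_Os05g41610, log2 -1.04), LOC_Os06g39060 (-1.13) and LOC_Os09g36280 (-1.40), named after their values were seen. *β-1,3-glucanase 2* (LOC_Os01g51570) rose from 0.438 ± 0.21 to 12.3 ± 2.01 CPM (log2 4.79, SE 0.30, adjusted p = 5.7e-08), and LOC_Os07g13580 fell from 406 ± 45.3 to 142 ± 21.3 CPM (log2 -1.51, SE 0.12, adjusted p = 6.5e-07). Neither list stood apart as a whole (camera adjusted p = 0.0573 and 0.203). The counts were the same when adjusted over the list alone.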

Among genes involved in carbohydrate metabolism in the up-regulated dataset, genes participate in cellulose degradation take the largest proportion, followed by genes involved in starch metabolism, chitin hydrolysis, galactose catabolism and callose hydrolysis (Table S2).

To confirm gene expression patterns detected by RNA sequencing, 25 genes differentially expressed between the *phyA phyB* mutant and the WT were examined by quantitative reverse transcription-PCR (qRT-PCR). 

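All 25 transcripts of Fig. 5B passed the RNA-seq test in *phyA phyB* against WT, 18 higher and 7 lower, and 1 of them (LOC_Os03g06630.1) also passed in *phyB*. Of those not described elsewhere, the lipid transfer protein LTPL12 (LOC_Os12g02320) rose from 18.1 ± 3.71 to 102 ± 2.95 CPM (log2 2.52, SE 0.15, adjusted p = 3.7e-08), and *sugar transporter 1* (LOC_Os01g38670) from 2.64 ± 0.68 to 18.9 ± 2.72 CPM (log2 2.83, SE 0.20, adjusted p = 1.6e-07). WIP5 (LOC_Os11g37970), a wound-induced protein, rose from 0.183 ± 0.074 to 5.27 ± 0.53 CPM, and the gibberellin-regulated gene *GASR2* (LOC_Os03g41060 in Table S3) from 1.07 ± 0.48 to 5.37 ± 1.44 CPM (log2 2.32, SE 0.36, adjusted p = 1.7e-04). A bHLH transcription factor (LOC_Os11g25560) fell from 33.4 ± 5.23 to 6.04 ± 0.66 CPM (log2 -2.47, SE 0.14, adjusted p = 2.8e-08). The lipid-binding protein gene NTMC2Type1.2 (LOC_Os02g25060 in Table S3) fell by 1.03 on the log2 scale (SE 0.17, adjusted p = 3.3e-04), and not past the threshold without WT library E1 (-0.92) or *phyA phyB* library E8 (-0.85), or with limma on log2(RPKM + 0.25) or log2(RPKM + 1) (-0.85 and -0.76). The study chose these transcripts with these libraries in hand, so their directions are not independent evidence.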

As shown in Fig. 5B, most gene expression patterns detected by qRT-PCR were similar to those revealed by RNA-Seq. Correlation coefficient between the two methods reached to 0.933. The qRT-PCR results indicate that the RNA-Seq results were quite reliable.

### The metabolic profile changed significantly in the *phyA phyB* mutant

GO analysis of the differentially expressed transcripts that were specific to the *phyA phyB* double mutant revealed that genes involved in metabolic processes, including carbohydrate metabolism and photosynthesis, were over-represented in the *phyA phyB* mutant (Fig. S1). 

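The KEGG pathways behind these terms hold fewer genes. Phenylpropanoid biosynthesis had 14 of 41 annotated genes among those that rose in *phyA phyB* alone (odds ratio 15.8, adjusted p = 1.1e-08 from Fisher's exact test), and galactose metabolism 6 of 32 (odds ratio 6.28, adjusted p = 0.0277). Among those that fell, photosynthesis had 12 of 30 (odds ratio 20.7, adjusted p = 1.6e-08) and carbon fixation 8 of 52 (odds ratio 5.26, adjusted p = 0.016). Xyloglucan endotransglucosylase activity had 8 of 14 genes among those that rose (adjusted p = 2.3e-05) and β-galactosidase activity 5 of 12 (adjusted p = 0.015). Generation of precursor metabolites and energy had 19 of 190 among those that fell (adjusted p = 0.0225). Of the transcripts in the table, 32913 carry a Gene Ontology term and 3216 a KEGG pathway.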

To overview the metabolic profile changes in the *phyA phyB* mutant, we carried out the MapMan analysis tool. 

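A list of genes by annotation as glycoside hydrolases, made after the data had been seen, held 93 tested genes. Of these, 19 rose and 7 fell in *phyA phyB*. The list covers only part of such enzymes. The Gene Ontology term for hydrolase activity on O-glycosyl compounds held 166 tested genes, of which 52 rose in *phyA phyB* alone. *α-Xylosidase 1* (LOC_Os01g03950), which trims xyloglucan, rose from 0.465 ± 0.092 to 10.8 ± 0.96 CPM (log2 4.50, SE 0.25, adjusted p = 2.2e-08). *Cell wall invertase 2* (LOC_Os04g33720), which splits sucrose outside the cell, rose from 21.9 ± 2.11 to 72.8 ± 9.41 CPM (log2 1.73, SE 0.13, adjusted p = 2.3e-07) and stood at 18.4 ± 2.96 CPM in *phyA* and 42.5 ± 1.33 in *phyB*. Camera gave an adjusted p of 0.00371 for the list of 93 genes with a preset correlation and an adjusted p = 0.155 with an estimated correlation.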

As shown in Fig. 6, both major and minor CHO metabolisms were significantly affected in the *phyA phyB* mutant. Starch and sucrose metabolism- and trehalose biosynthesis-related transcripts were mainly down-regulated, which indicated that these sugars changed significantly in the *phyA phyB* mutant. 

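Of 78 genes of starch and sucrose metabolism (KEGG), 9 rose and 3 fell in *phyA phyB*, with a median log2 fold change of 0.07 (camera adjusted p = 0.945). A pfkB-type carbohydrate kinase (LOC_Os08g02120) rose from 231 ± 24.6 to 609 ± 31.3 CPM (log2 1.40, SE 0.09, adjusted p = 1.1e-07). The 3 that fell, named after their values were seen, were *sucrose synthase 4* (LOC_Os03g28330, log2 -1.30), which breaks down or makes sucrose, a large subunit of ADP-glucose pyrophosphorylase (LOC_Os03g52460, -1.05), which feeds starch synthesis, and a disproportionating enzyme (LOC_Os07g43390, -1.10). Of 11 genes annotated with trehalose, 3 rose (7 higher at an unadjusted p under 0.05), with a median of 0.60 (camera adjusted p = 0.0078, and adjusted p = 0.133 with an estimated correlation). A trehalose-6-phosphate phosphatase (LOC_Os06g11840) went from 0.836 ± 0.36 CPM in WT to 3.48 ± 0.28 CPM in *phyA phyB* (log2 2.06, SE 0.28, adjusted p = 6.3e-05). The other pair, LOC_Os08g34580 and LOC_Os09g23350, lay at the fold threshold (log2 1.01 and 1.00) and below it with RLE scaling (0.98 for each) and DESeq2 (0.97 for each), among other settings. The first also fell short without WT library E5 or E6 or *phyA phyB* library E8 (0.96, 0.97 and 0.97) and by its highest-count transcript (0.89), and the second without E2, E5, E6 or E7 (0.95 to 1.00) and within E5 to E12 (0.99). Trehalose phosphatases annotated only by a wider enzyme class are not in this list.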

Based on the list of genes up-regulated in the *phyA phyB* mutant, it was found that a large proportion of these genes (35/68, 51.5%) were encoding glycoside hydrolases and β-galactosidases. 

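β-Galactosidases release galactose from wall polysaccharides. Of 11 tested genes, 6 rose in *phyA phyB*, with a median log2 fold change of 1.15 (camera adjusted p = 1.1e-08, and adjusted p = 0.0303 with an estimated correlation). *β-Galactosidase 7* (LOC_Os10g18400) rose from 17.5 ± 0.73 to 97.5 ± 8.39 CPM (log2 2.48, SE 0.11, adjusted p = 3.5e-09), in the singles standing at 13.7 ± 1.51 CPM in *phyA* and 33.4 ± 3.39 in *phyB*. *β-Galactosidase 10* (LOC_Os01g65460) rose by 2.02 (SE 0.19, adjusted p = 1.7e-06) and *β-galactosidase 8* (LOC_Os03g15020) by 1.66 (SE 0.09, adjusted p = 2.4e-08).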

Members of eight glycoside hydrolase families, 3, 9, 10, 16, 17, 18, 31 and 38, were up-regulated in the *phyA phyB* double mutant. 

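Members of several of these families are named in the annotation. Of 8 genes numbered as family 10, 2 rose, LOC_Os01g04290 (log2 1.98, named after its value was seen) and LOC_Os03g14010, and LOC_Os03g47010 fell, but not past the threshold without *phyA phyB* library E8 (-0.98) or with limma (-0.71 and -0.55). LOC_Os03g14010 rose from 3.58 ± 0.44 to 15.6 ± 3.70 CPM (log2 2.12, SE 0.19, adjusted p = 1.2e-06). In family 38, of α-mannosidases, 1 of 2 genes passed the test, LOC_Os11g32260, which rose from 27.0 ± 4.69 to 109 ± 18.4 CPM (log2 2.01, SE 0.18, adjusted p = 1.7e-06). In family 16 the gene of Fig. 5B (LOC_Os11g33270), a xyloglucan endotransglucosylase, rose from 6.89 ± 1.92 to 31.8 ± 4.27 CPM (log2 2.20, SE 0.22, adjusted p = 4.2e-06). LOC_Os03g53790, annotated as a hydrolase without a family number, rose from 13.0 ± 0.61 to 87.0 ± 9.24 CPM (log2 2.74, SE 0.11, adjusted p = 1.9e-09). In family 31 *α-xylosidase 1* (LOC_Os01g03950), known as an enzyme of this family and annotated without its number, rose. Of the 4 genes annotated with the number, LOC_Os06g46284 rose (log2 1.03, named after its value was seen), LOC_Os01g16310 fell from 7.30 ± 1.43 to 1.40 ± 0.28 CPM (log2 -2.38, SE 0.28, adjusted p = 1.7e-05) and 2 did not pass the test. LOC_Os06g46284 fell short of the fold threshold with DESeq2 (0.99), with limma on log2(RPKM + 1) (0.98), within E5 to E12 (0.98) and without WT library E1 or *phyA phyB* library E8 (0.91 and 0.90). These counts by family number were made after the data had been seen.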

The up-regulated β-galactosidases belonged to families 11, 17 and 44. Considering that enzymes of glycoside hydrolase families 3, 9, 10 and β-galactosidases can hydrolyze cellulose, cellulose hydrolysis should be accelerated in the *phyA phyB* mutant. Two genes encoding cellulase, which mainly contributes to cellulose decomposition in plants, were also up-regulated. This result was in accordance with the abnormal anther walls and the thinner intines of *phyA phyB* mutant pollen grains. In addition, genes involved in two steps of photosynthesis, light reactions and the calvin cycle, were down-regulated significantly (Fig. 6), indicating the *phyA phyB* mutant produced much less organic materials such as sugars, lipids and proteins, than WT. 

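Of 12 genes annotated to glycoside hydrolase family 9, which holds the plant cellulases, 3 rose in *phyA phyB* (7 higher and 4 lower at an unadjusted p under 0.05), in a list made after the data had been seen. *GH9B15* (LOC_Os08g29770) rose from 76.1 ± 6.42 to 239 ± 6.26 CPM (log2 1.65, SE 0.10, adjusted p = 4.1e-08) and *GH9B8* (LOC_Os02g50490) from 0.674 ± 0.32 to 2.93 ± 0.77 CPM (log2 2.10, SE 0.39, adjusted p = 7.2e-04). *GH9B1* (LOC_Os06g14540) rose by 1.21, and did not pass the test without WT library E5 or E6 or *phyA phyB* library E8 (edgeR adjusted p = 0.0163, 0.0183 and 0.0134) or with limma on log2(RPKM + 1) (log2 0.88). A *β-glucosidase 17* gene (LOC_Os09g31430), which acts on the short chains that cellulases release, rose from 0.241 ± 0.24 to 12.9 ± 2.00 CPM (log2 5.82, SE 0.38, adjusted p = 8.0e-08). The family 9 list as a whole did not stand apart (camera adjusted p = 0.136). In the cellulose synthase family, 4 of 27 genes rose and 2 fell, with a median of 0.03 (camera adjusted p = 0.939). Those that rose were *CSLD2* (LOC_Os08g06380, log2 1.83), *CSLA02* (LOC_Os02g09930, 1.79), *CSLE1* (LOC_Os09g30130, 1.17) and *CSLD3* (LOC_Os07g36630, 1.10), and those that fell *CSLC12* (LOC_Os03g56060, -1.63) and *CSLB3* (LOC_Os04g35020, -1.13). All 6 are cellulose synthase-like genes, and *CSLD3* and *CSLB3* were named after their values were seen. *CSLD2* did not pass with limma on log2(RPKM + 1) (0.92), nor *CSLA02* without WT library E1 or E6 or *phyA phyB* library E7 (edgeR adjusted p = 0.0136, 0.0149 and 0.0164).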

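Of 37 genes of the light reactions (KEGG), 16 fell in *phyA phyB* and 1 rose, a photosystem I reaction centre subunit (LOC_Os12g08770, log2 1.10, named after its value was seen). The Rieske protein gene *PetC* (LOC_Os07g37030), of the cytochrome b6f complex, fell from 14.1 ± 1.19 to 2.47 ± 0.22 CPM (log2 -2.51, SE 0.15, adjusted p = 3.5e-08). *Ferredoxin-NADP(+)-oxidoreductase 2* (LOC_Os02g01340), which makes NADPH, fell from 5.95 ± 0.80 to 0.783 ± 0.056 CPM (log2 -2.91, SE 0.26, adjusted p = 1.2e-06). Of 38 chlorophyll-binding and photosystem proteins, 13 fell and 5 rose, and those that rose, besides LOC_Os12g08770, are annotated only as chlorophyll a/b-binding. They include LOC_Os07g08150, with no counts in WT and 3.63 ± 1.24 CPM in *phyA phyB*, at least 33.8-fold higher against a floor of 3 counts over the WT libraries. The others were LOC_Os07g08160 and LOC_Os01g14410, each with 0.5 counts over the WT libraries and with 93.9 and 74.7 over those of *phyA phyB*, the second not past the threshold by DESeq2 (adjusted p = 0.242), and LOC_Os04g59440 (log2 2.09, named after its value was seen). With limma on log2(RPKM + 1), 5 of this list fell and 5 rose. Of 52 genes of carbon fixation, 9 fell and 2 rose. Sedoheptulose-bisphosphatase (LOC_Os04g16680) fell from 4.66 ± 1.04 to 1.10 ± 0.014 CPM (log2 -2.09, SE 0.31, adjusted p = 1.3e-04), the B subunit of glyceraldehyde-3-phosphate dehydrogenase (LOC_Os03g03720) from 36.3 ± 3.33 to 9.19 ± 0.81 CPM (log2 -1.98, SE 0.12, adjusted p = 4.6e-08) and *fructose-bisphosphate aldolase 2* (LOC_Os11g07020) from 43.4 ± 3.65 to 13.0 ± 1.00 CPM. The 2 that rose, phosphoenolpyruvate carboxylase 1 (LOC_Os09g14670, log2 1.46) and an inositol monophosphatase (LOC_Os05g36270, 1.38), were named after their values were seen, and the carboxylase fixes bicarbonate rather than acting in the cycle. Median log2 fold changes were -0.91, -0.63 and -0.29 for the 3 lists, with camera adjusted p values of 1.2e-05, 0.0144 and 0.00148, and adjusted p = 0.124, 0.398 and 0.133 with an estimated correlation. With a term for libraries E1 to E4, added after the data were seen, the list of chlorophyll-binding and photosystem proteins did not pass with the preset correlation either (camera adjusted p = 0.0739, and adjusted p = 0.314 with an estimated correlation).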

Most of the differentially expressed genes that participated in fatty acid synthesis, elongation and desaturation, and phospholipid and glycolipid synthesis were down-regulated (Fig. 6). 

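Of 32 genes of fatty acid synthesis and elongation, edgeR called none higher or lower in *phyA phyB* (10 higher and 4 lower at an unadjusted p under 0.05), DESeq2 none, and limma 2 on log2(RPKM + 0.25) and 1 on log2(RPKM + 1). Of 58 genes of glycerolipid and phospholipid metabolism, 3 rose and 4 fell, with a median log2 fold change of -0.12 (camera adjusted p = 0.252), but 6 rose and 1 fell with limma on log2(RPKM + 0.25) and 4 and 1 on log2(RPKM + 1). *Monogalactosyldiacylglycerol synthase 2* (LOC_Os02g55910), which makes a galactolipid of plastid membranes, fell from 439.7 ± 4.80 to 122 ± 1.46 CPM (log2 -1.85, SE 0.07, adjusted p = 1.5e-09). The others that fell, named after their values were seen, were *glycerol-3-phosphate acyltransferase 6* (LOC_Os01g63580, log2 -1.04), *diacylglycerol kinase 1* (LOC_Os03g31180, -1.25) and a calcineurin B-related gene (LOC_Os06g49790, -1.06). *Glycerol-3-phosphate acyltransferase 1* (LOC_Os01g44069) rose from 0.720 ± 0.056 to 4.71 ± 1.65 CPM (log2 2.69, SE 0.30, adjusted p = 1.0e-05). The other pair that rose are α-galactosidases, LOC_Os10g35070 and a melibiase (LOC_Os07g48160, log2 1.93), which act on galactosides.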

In accordance with this result, the *phyA phyB* mutant accumulated lower levels of storage materials in the mature pollen grains (Fig. 3H). In contrast, most of the differentially expressed transcripts related to nucleotide metabolism, amino acid metabolism, wax, terpene and flavonoid metabolisms, were significantly up-regulated (Fig. 6). 

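Of 274 genes of amino acid metabolism, 26 rose and 11 fell in *phyA phyB*, with a median log2 fold change of 0.24 (camera adjusted p = 0.00834, and adjusted p = 0.0935 with an estimated correlation). An ethylene-forming enzyme (LOC_Os09g27820), which makes ethylene from a methionine product, rose from 28.9 ± 4.69 to 177 ± 9.82 CPM (log2 2.62, SE 0.14, adjusted p = 1.4e-08). Of 120 genes of nucleotide metabolism, 2 rose and 4 fell, with a median of -0.01 (camera adjusted p = 0.45), but 6 rose and 2 fell with limma on log2(RPKM + 0.25) and 4 and 1 on log2(RPKM + 1). A GAR synthetase of purine synthesis (LOC_Os12g09540) fell from 3.00 ± 0.50 to 0.296 ± 0.22 CPM, with 0.415 ± 0.59 CPM in *phyA* and 0.489 ± 0.13 in *phyB*, a subunit of RNA polymerase I (*nuclear RNA polymerase A2*, LOC_Os10g35290) fell from 40.6 ± 2.99 to 13.5 ± 1.41 CPM, and a dUTP pyrophosphatase (LOC_Os03g46640) rose by 1.71 (SE 0.28, adjusted p = 2.8e-04). The others were *adenine phosphoribosyl transferase 2* (LOC_Os02g40010, log2 -1.90), a nucleoside phosphatase (LOC_Os03g26080, -1.13) and *xanthine dehydrogenase 1* (LOC_Os03g31550, 1.28), and the last pair was named after its values were seen. LOC_Os02g40010 did not pass with limma on log2(RPKM + 1) (-0.66). Of 18 wax and cutin genes, 6 rose and 2 fell (7 and 2 when adjusted over the list alone; camera adjusted p = 0.743), among them *3-ketoacyl-CoA synthase 2* (LOC_Os11g37900, log2 2.22, adjusted p = 2.2e-05) and *fatty acid reductase 1* (LOC_Os08g44360, log2 -2.07, adjusted p = 8.6e-06), and the other that fell, named after its value was seen, was *3-ketoacyl-CoA synthase 5* (LOC_Os02g49920, -1.07). Of 45 terpenoid genes, 2 rose and 2 fell (camera adjusted p = 0.102), and 5 rose and 1 fell with limma on log2(RPKM + 0.25). They include a pair of gibberellin enzymes, *gibberellin 20 oxidase 2* (LOC_Os03g63970), which acts in gibberellin synthesis and rose by 1.96 (SE 0.25, adjusted p = 2.8e-05), and a gibberellin 2-oxidase (LOC_Os01g55240), which inactivates gibberellin and fell by 2.14 on the log2 scale (SE 0.33, adjusted p = 1.6e-04). The other pair was a cytochrome P450 of family 86 (LOC_Os02g44654, 1.17), a family known for oxidising fatty acids, and an isopentenyl pyrophosphate isomerase (LOC_Os05g34180, -1.02). The P450 LOC_Os02g44654 did not pass with DESeq2 (adjusted p = 0.0352) or without E1, E5, E6, E7 or E8 (edgeR adjusted p = 0.0233, 0.0227, 0.0102, 0.0316 and 0.0114), nor the isomerase LOC_Os05g34180 without E2, E5 or E6 (-0.96, -0.97 and -0.97) or with limma (-0.74 and -0.73). Of 14 flavonoid genes, 3 rose (6 higher and 2 lower at an unadjusted p under 0.05; camera adjusted p = 0.185), led by a cytochrome P450 (LOC_Os10g17260, log2 3.65, SE 0.57, adjusted p = 2.0e-04). The other pair, LOC_Os05g25640 and LOC_Os08g06100, lay at the fold threshold (1.02 and 1.03). Cinnamate-4-hydroxylase LOC_Os05g25640 fell short with RLE scaling (0.99), with DESeq2 (0.98) and without E1, E5 or E8 (0.96, 0.99 and 0.92), and *O-methyltransferase 1* LOC_Os08g06100 with DESeq2 (1.00) and without E8 (0.84).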

The expression patterns of cell wall-related transcripts were also changed significantly in the *phyA phyB* mutant. 

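Of 14 xyloglucan endotransglycosylases, which cut and rejoin xyloglucan, 9 rose in *phyA phyB* and 1 fell (LOC_Os02g03550, log2 -1.01, named after its value was seen). The median was 1.67 (camera adjusted p = 2.4e-05, and adjusted p = 0.133 with an estimated correlation). *XTH25* (LOC_Os06g48180) rose from 0.134 ± 0.12 to 7.22 ± 0.88 CPM (log2 5.54, SE 0.38, adjusted p = 1.1e-07). Of 36 expansins, wall-loosening proteins, 8 rose and none fell at the threshold (10 higher and 16 lower at an unadjusted p under 0.05, and 0 lower by DESeq2 and limma), and the median of the list was -0.20 (camera adjusted p = 0.767). An *expansin 11* gene (LOC_Os04g15840) rose from 1.05 ± 0.19 to 10.9 ± 3.65 CPM (log2 3.38, SE 0.32, adjusted p = 2.1e-06). Of 41 pectin lyase-like proteins and polygalacturonases, 11 fell and 3 rose, the latter including a polygalacturonase-inhibiting protein (LOC_Os07g38130, log2 2.04) and LOC_Os09g31270 (1.55, named after its value was seen), with a median of -0.28 (camera adjusted p = 0.0078, and adjusted p = 0.290 with an estimated correlation). The pectinesterase of Fig. 5B (LOC_Os12g37660) is in that list by its annotation, and fell from 1186 ± 72.3 to 327 ± 43.5 CPM (log2 -1.86, SE 0.11, adjusted p = 4.8e-08). LOC_Os06g40890 fell from 1078 ± 85.1 to 296 ± 11.0 CPM (log2 -1.87, SE 0.10, adjusted p = 2.3e-08), while *polygalacturonase 2* (LOC_Os10g26940), a pectin-cleaving enzyme, rose from 0.0435 ± 0.075 to 3.91 ± 0.73 CPM. By Gene Ontology, pectinesterase activity was enriched among the genes that fell in *phyA phyB* alone and not among those that rose. There 15 of 47 genes fell (odds ratio 10.4, adjusted p = 9.2e-08 from Fisher's exact test). Only 4 tested genes carry the name pectinesterase, of which 1 fell (LOC_Os01g50810, log2 -1.09). It did not pass without *phyA phyB* library E2 (-0.98), within E5 to E12 (-0.96) or with limma (-0.83 and -0.82). Of 22 genes of the invertase and pectin methylesterase inhibitor superfamily, a list made after the data had been seen, 4 fell and 1 rose (5 and 2 when adjusted over the list alone; camera adjusted p = 0.00143, and adjusted p = 0.155 with an estimated correlation), among them LOC_Os07g49100, from 875 ± 143 to 277 ± 36.7 CPM. The others that fell were LOC_Os03g28090 (log2 -1.34), LOC_Os04g43370 (-1.28) and LOC_Os12g03510 (-1.07, named after its value was seen), and LOC_Os08g12410 rose (2.18). With limma on log2(RPKM + 1) LOC_Os04g43370 (-0.99) and LOC_Os08g12410 (0.94) did not pass, nor did LOC_Os08g12410 without WT library E5 (edgeR adjusted p = 0.0148).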

Cell wall modification enzymes, including expansin, xyloglucan endotransglycosylase and endoxyloglucan transferase, were up-regulated, while most of the genes encoding pectinesterase were down-regulated (Fig. 6). All these four enzymes have cell wall remodeling activities, therefore, changes in the expression levels of genes encoding these enzymes may lead to altered anther and pollen wall structures and components in the *phyA phyB* mutant.

**Figure 6:**
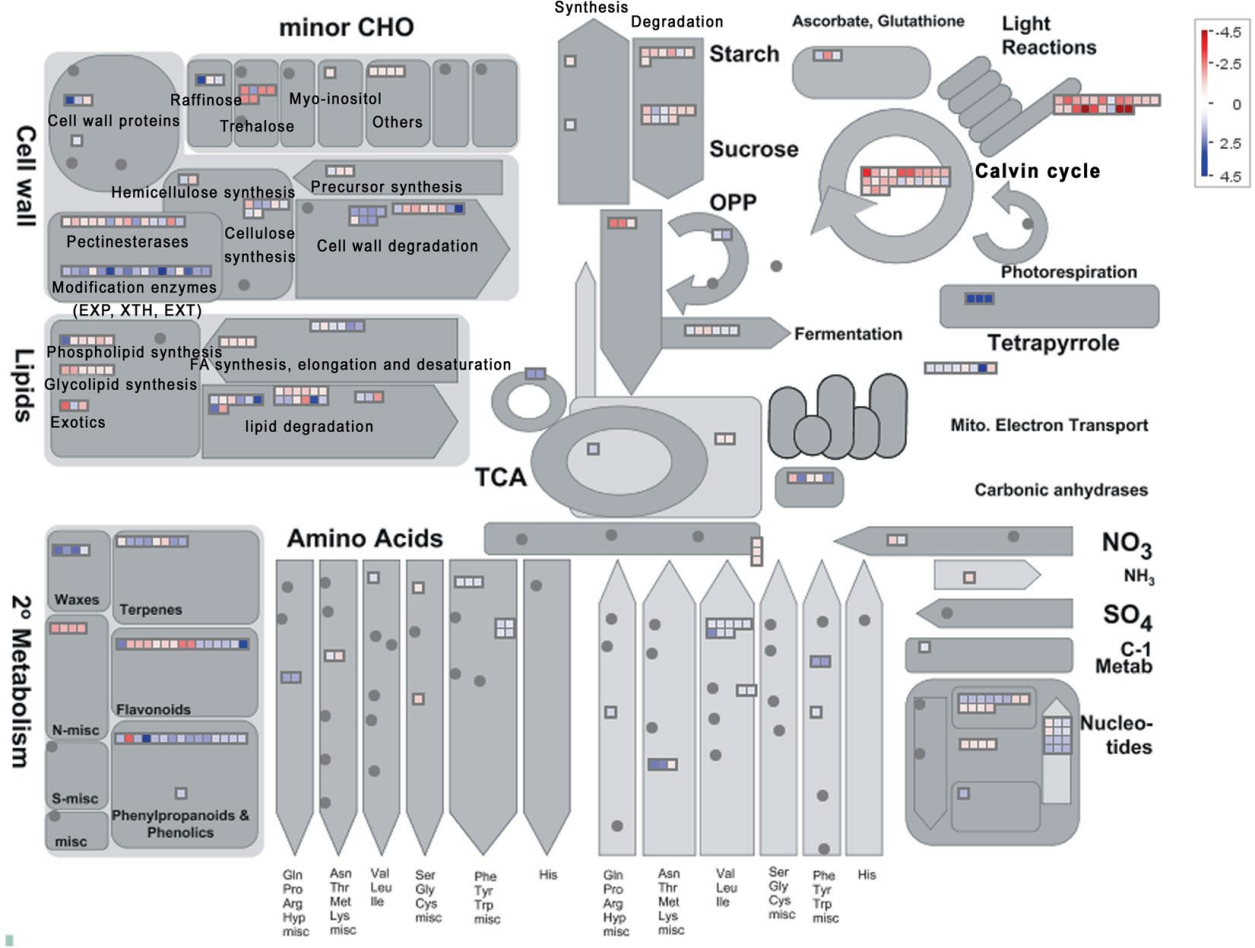
Overview of the metabolic profiles of the differentially expressed transcripts in the *phyA phyB* mutant by MapMan. Transcripts showing different fold-changes between the *phyA phyB* mutant and wild-type (WT) rice were mapped in different colors. Red boxes indicate that transcripts were down-regulated in the *phyA phyB* mutant, while blue boxes indicate that transcripts were up-regulated in the double mutant.

### Hsps and Hsfs may play import roles in the anther and pollen development in the *phyA phyB* mutant

Hsps are a class of universal molecular chaperons that play important roles in various biological activities, such as protein folding, assembly and translocation, and degradation of truncated and misfolded proteins. Hsps can also protect plants against various abiotic stresses by assisting plants to reestablish cellular homeostasis^25–27^. Hsps from four major families have been identified in rice, including 29 small Hsp (sHsp), 26 Hsp70, 9 Hsp90 and 10 Hsp100 proteins^28^.

According to the list of up-regulated genes in the *phyA phyB* double mutant, Hsps formed the largest proportion of genes involved in abiotic stress (Table S2). 

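The chaperone lists, made by annotation, were tested as groups in *phyA phyB*. Median log2 fold changes were 1.68 for small Hsps, 0.98 for Hsp70, 1.33 for Hsp90 and 0.72 for Hsp100, and -0.02 for the 98 Hsp40 (DnaJ) genes. Camera gave adjusted p values of 4.4e-06, 3.0e-12, 2.1e-09 and 2.1e-05 for the small Hsp, Hsp70, Hsp90 and Hsp100 lists, and adjusted p = 0.127, 0.0236, 0.124 and 0.0191 with an estimated correlation, and 0.767 for Hsp40. With a term for libraries E1 to E4 as well, a test added after the data were seen, the Hsp90 list passed (adjusted p = 0.0187 with an estimated correlation) and the small Hsp list did not (adjusted p = 0.0744). Of 24 chaperonins, which fold proteins in a closed chamber, 8 rose (camera adjusted p = 1.3e-05, and adjusted p = 0.0126 with an estimated correlation), among them *Hsp60* (LOC_Os10g32550), from 5.92 ± 1.56 to 27.6 ± 1.26 CPM. *Hsp101* (LOC_Os05g44340), the Hsp100 that dissolves protein aggregates, rose from 0.609 ± 0.24 CPM in WT to 23.3 ± 1.60 CPM (log2 5.16, SE 0.26, adjusted p = 1.0e-08), with 1.65 ± 0.62 CPM in *phyA* and 1.41 ± 0.46 in *phyB*. Hsp70 genes rose in the single mutants as well, 2 in *phyA* and 5 in *phyB*, and Hsp90 genes 3 in *phyB*. Within libraries E1 to E4 and within E5 to E12 the medians were 1.43 and 1.47 for small Hsps, 0.88 and 0.83 for Hsp70, and 1.36 and 1.21 for Hsp90. Members of the Hsp70 and small Hsp families are close copies, and their reads can be split between them.

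**Figure D2:**
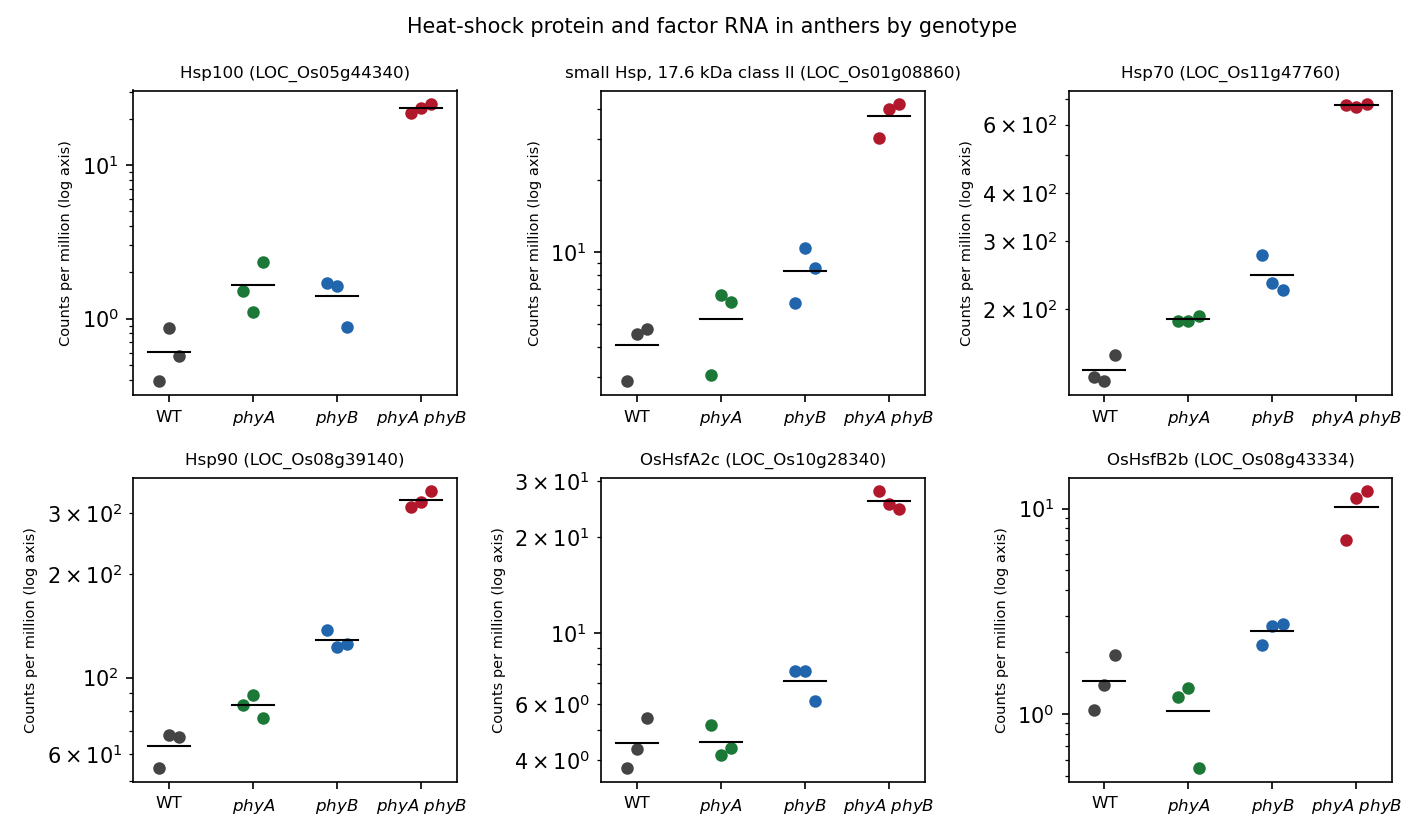
RNA of 4 heat-shock protein genes and 2 heat-shock factor genes in CPM (log axes) in the 4 genotypes. Each point is 1 library and each line the mean of 3; every *phyA phyB* library lies above every library of the other genotypes for all of them.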

As shown in Table 2, 38 transcripts (25 genes) were Hsps related to abiotic stress responses. 

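All 38 transcripts of Table 2 passed the test here and were higher in *phyA phyB*, from 25 loci. Summed to genes, 24 of the 25 passed, and LOC_Os02g54130, an Hsp40, had a log2 fold change of 1.00 (SE 0.16, adjusted p = 2.4e-04), just below the fold threshold, and passed it without WT library E5 or E6 (1.01 and 1.10) or *phyA phyB* library E2 or E7 (1.09 and 1.01) and within E5 to E12 (1.01). The median of the 25 genes was 2.27. The study chose this list on these samples, so the count is not independent evidence of its direction. A small Hsp (LOC_Os03g15960) rose from 3.26 ± 0.92 to 35.0 ± 10.4 CPM (log2 3.42, SE 0.28, adjusted p = 7.6e-07). The interaction of the 2 mutations was positive and passed the test for 10 of the 25 genes.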

Four categories of Hsps were identified in the up-regulated gene set, including 8 sHsp, 5 Hsp40, 5 Hsp70, 6 Hsp90 and 1 Hsp100 (Table 2). In contrast, fewer Hsps were down-regulated in the *phyA phyB* double mutant, except for four genes encoding Hsp40 (Table S2). 

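By class, the transcripts of Table 2 that rose were 11 of small Hsps from 8 loci, 6 of Hsp40 from 5, 12 of Hsp70 from 5, 8 of Hsp90 from 6 and 1 of Hsp100. The cognate *Hsp70-1* (LOC_Os11g47760) stood at 139 ± 11.9 CPM in WT, 188 ± 3.61 in *phyA*, 245 ± 27.6 in *phyB* and 672 ± 5.44 CPM in *phyA phyB* (log2 2.27, SE 0.10, adjusted p = 2.8e-09). An Hsp90 (LOC_Os08g39140) rose from 63.3 ± 7.57 to 328 CPM, 313 to 347 over the 3 libraries (log2 2.37, SE 0.11, adjusted p = 3.6e-09), and was at 83.1 ± 6.42 CPM in *phyA* and 128 ± 8.16 in *phyB*. Outside Table 2, an Hsp70 (LOC_Os05g38530) rose from 9.84 ± 0.92 to 104 ± 6.70 CPM (log2 3.40, SE 0.11, adjusted p = 3.8e-10). The small Hsp LOC_Os06g11610, at 0.415 ± 0.28 CPM in WT and 2.41 ± 1.05 in *phyA phyB*, did not pass without WT library E5 (log2 2.48, adjusted p = 0.0127).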

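Among the 98 Hsp40 genes, 6 rose and 4 fell in *phyA phyB*. LOC_Os01g42190 fell from 3.03 ± 0.77 to 0.314 ± 0.11 CPM (log2 -3.21, SE 0.34, adjusted p = 6.9e-06) and LOC_Os08g40919 from 4.11 ± 0.42 to 1.31 ± 0.28 CPM (log2 -1.64, SE 0.21, adjusted p = 3.5e-05). LOC_Os04g57880 (log2 -1.46) and LOC_Os04g59060 (-1.20), named after their values were seen, were the others. No small Hsp, Hsp70, Hsp90 or Hsp100 gene fell at the threshold in edgeR's test, and 2, 1, 0 and 0 were lower at an unadjusted p under 0.05. DESeq2 and limma called 0 of them lower.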

To verify the Hsp expression patterns in rice anthers, qRT-PCR was adopted. As shown in Fig. 5B, all six Hsps were up-regulated significantly in the *phyA phyB* double mutant, which was consistent with the RNA-Seq results.

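The Hsp40 of this set (LOC_Os05g48810), which passes unfolded proteins to Hsp70, stood at 2.69 ± 0.23 CPM in WT, 2.48 ± 0.72 in *phyA*, 4.29 ± 0.37 in *phyB* and 24.7 ± 3.09 CPM in *phyA phyB* (log2 3.20, SE 0.17, adjusted p = 2.0e-08). Another small Hsp (LOC_Os03g16030) rose by 3.19 (SE 0.25, adjusted p = 4.6e-07). The stress-inducible co-chaperone named heat shock protein STI in Fig. 5B (LOC_Os02g43020), which links Hsp70 and Hsp90, rose from 12.8 ± 1.70 to 61.2 ± 5.11 CPM (log2 2.26, SE 0.12, adjusted p = 2.0e-08). Each *phyA phyB* library lay above each WT library for these genes, as chance gives for 10% of genes at 3 libraries against 3 in either direction.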

**Table 2:** Heat-shock proteins and heat-shock factors up-regulated in the *phyA phyB* mutant.

Gene ID	Annotation	Mean WT RPKM	Mean *phyA* RPKM	Mean *phyB* RPKM	Mean *phyA phyB* RPKM	log2 fold_change	pvalue	FDR
LOC_Os03g15960.1	sHsp	1.58	1.476667	3.846667	20.78	3.38	0	0
LOC_Os03g15960.2	sHsp	1.43	1.32	3.393333	18.45	3.38	0	0
LOC_Os03g16030.1	sHsp	0.97	1.05	2.366667	10.43	3.14	0	0
LOC_Os06g14240.1	sHsp	0.04	0.263333	0.083333	2.51	5.47	0	0
LOC_Os03g16020.1	sHsp	1.05	1.33	3.166667	13.84	3.29	0	0
LOC_Os06g11610.1	sHsp	0.32	0.456667	0.156667	2.11	2.49	0	0.01
LOC_Os03g16040.1	sHsp	1.23	0.88	2.91	9.87	2.73	0	0
LOC_Os02g52150.1	sHsp	0.42	0.086667	1.543333	3.69	2.86	0	0
LOC_Os02g52150.2	sHsp	0.42	0.086667	1.606667	3.94	2.95	0	0
LOC_Os01g08860.1	sHsp	2.39	2.993333	5.37	26.62	3.16	0	0
LOC_Os01g08860.2	sHsp	2.42	2.973333	5.233333	26.91	3.15	0	0
LOC_Os02g54130.2	hsp40	57.31	21.86	3.77	1.45	1.05	0	0.01
LOC_Os03g57340.1	hsp40	57.67	61.49	75.74	160.05	1.15	0	0
LOC_Os06g09560.1	hsp40	4.04	3.143333	6.273333	38.96	2.95	0	0
LOC_Os03g18200.1	hsp40	2.24	2.883333	2.623333	6.62	1.24	0	0
LOC_Os03g18200.2	hsp40	4.95	6.266667	5.466667	15	1.28	0	0
LOC_Os05g48810.1	hsp40	1.56	1.38	2.67	17.37	3.15	0	0
LOC_Os01g08560.1	hsp70	7.38	8.876667	10.49667	23.53	1.35	0	0
LOC_Os01g08560.2	hsp70	7.32	8.726667	10.33333	23.16	1.34	0	0
LOC_Os03g02260.1	hsp70	7.07	9.496667	13.27333	33.06	1.9	0	0
LOC_Os03g11910.1	hsp70	1.05	1.33	1.38	5.72	2.13	0	0
LOC_Os03g11910.2	hsp70	0.97	1.296667	1.323333	5.45	2.16	0	0
LOC_Os05g23740.1	hsp70	8.16	9.676667	12.37667	28.62	1.49	0	0
LOC_Os11g47760.1	hsp70	10.79	14.03333	20.43333	63.52	2.23	0	0
LOC_Os11g47760.2	hsp70	9.68	12.56667	18.61	56.57	2.22	0	0
LOC_Os11g47760.3	hsp70	10.34	13.39667	19.36	60.43	2.22	0	0
LOC_Os11g47760.4	hsp70	11.25	14.66333	21.09333	66	2.23	0	0
LOC_Os11g47760.5	hsp70	10.28	13.35	19.17	59.89	2.22	0	0
LOC_Os11g47760.6	hsp70	6.62	8.57	12.74333	40.32	2.29	0	0
LOC_Os08g39140.1	hsp90	6.89	8.313333	14.36	41.67	2.27	0	0
LOC_Os08g39140.3	hsp90	4.83	5.813333	10.08667	29.28	2.28	0	0
LOC_Os09g29840.1	hsp90	3.03	3.436667	4.566667	9.14	1.26	0	0
LOC_Os09g29840.2	hsp90	2.92	3.253333	4.296667	8.76	1.26	0	0
LOC_Os09g30418.1	hsp90	57.51	51.02	86.66333	182.73	1.35	0	0
LOC_Os09g36420.1	hsp90	1.82	1.8	2.953333	6.01	1.39	0	0
LOC_Os12g32986.1	hsp90	9.83	12.34667	16.92	37.79	1.62	0	0
LOC_Os09g30412.1	hsp90	54.24	48.45333	83.30333	171.33	1.34	0	0
LOC_Os05g44340.1	hsp100	0.18	0.453333	0.43	8.17	5.21	0	0
LOC_Os10g28340.1	HsfA2c	0.33	0.393333	0.743333	2.66	2.69	0	0
LOC_Os10g28340.2	HsfA2c	0.57	0.526667	1.026667	4.04	2.5	0	0
LOC_Os10g28340.3	HsfA2c	0.58	0.54	0.85	3.84	2.41	0	0
LOC_Os10g28340.5	HsfA2c	0.58	0.56	0.89	3.94	2.39	0	0
LOC_Os03g06630.1	HsfA2d	0.76	1.03	1.636667	3.5	1.89	0	0
LOC_Os03g06630.2	HsfA2d	0.8	1.073333	1.66	3.54	1.82	0	0
LOC_Os08g43334.1	HsfB2b	0.31	0.21	0.43	2.24	2.53	0	0
LOC_Os08g43334.2	HsfB2b	0.49	0.353333	1.093333	4.65	2.92	0	0
LOC_Os09g35790.1	HsfB2c	0.06	0.233333	0.336667	4.34	6.02	0	0
LOC_Os09g35790.2	HsfB2c	0.13	0.34	0.486667	5.8	5.17	0	0
LOC_Os09g35790.3	HsfB2c	0.04	0.103333	0.183333	2.5	5.96	0	0
LOC_Os09g35760.2	HsfB2c	0.39	0.5067	0.733	1.24	1.29	0	0.01

As we know, the expression of *Hsp*s is activated by Hsfs which interact with heat shock elements in the promoter regions of Hsps^29^. Consistent with the up-regulation of Hsps in the *phyA phyB* mutant, five *Hsf*s, namely *OsHsfA2c*, *OsHsfA2d*, *OsHsfB2b* and *OsHsfB2c*, were also up-regulated significantly in the double mutant (Table 2). In addition, only one Hsf, *OsHsfC2b*, was down-regulated in the *phyA phyB* double mutant (Table S2). 

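The 12 heat-shock factor transcripts of Table 2, from 5 loci, were higher in *phyA phyB*, as were all 5 loci at gene level (median log2 2.51), in a list the study chose on these samples. *OsHsfA2c* (LOC_Os10g28340) rose from 4.53 ± 0.84 to 25.9 ± 1.75 CPM (log2 2.51, SE 0.15, adjusted p = 3.7e-08) and *OsHsfA2d* (LOC_Os03g06630) from 2.27 ± 0.59 to 8.48 ± 0.80 CPM (log2 1.90, SE 0.18, adjusted p = 1.9e-06). *OsHsfB2b* (LOC_Os08g43334) rose from 1.45 ± 0.45 to 10.1 ± 2.70 CPM (log2 2.78, SE 0.28, adjusted p = 3.6e-06). *OsHsfB2c* (LOC_Os09g35790) rose from 0.424 ± 0.17 to 18.3 ± 6.11 CPM (log2 5.38, SE 0.39, adjusted p = 2.1e-07). Table 2 gives *OsHsfB2c* also for LOC_Os09g35760, annotated in the deposited table as a homeobox-leucine zipper protein. That gene rose by 1.06 (SE 0.17, adjusted p = 2.3e-04), and not past the threshold without WT library E6 (0.97) or *phyA phyB* library E2 (0.97), by its highest-count transcript alone (0.90), or with limma on log2(RPKM + 0.25) or log2(RPKM + 1) (0.96 and 0.64). From the joint rise of *Hsf*s and *Hsp*s, the paper proposes that they might be key regulators of anther development in the double mutant.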

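Of the 16 tested genes annotated as heat-shock factors, 1 fell in *phyA phyB*, LOC_Os06g35960 (log2 -1.45, adjusted p = 7.0e-04), annotated after the factor C1 of another species and named after its value was seen. The sources used here do not pair *OsHsfC2b* with a locus. The list of 16, with 4 higher, had a median log2 fold change of 0.47 (camera adjusted p = 0.0222, and adjusted p = 0.124 with an estimated correlation).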

The qRT-PCR results confirmed the expression of the three *Hsf*s (Fig. 5B). The up-regulation of both *Hsf*s and *Hsp*s indicate that they might be the key regulators of anther development in the *phyA phyB* mutant.

## Discussion

Phytochromes are a class of photoreceptors responsible for perceiving red/far-red light in plants. In rice, the mutations of phytochromes not only lead to abnormal photomorphogenesis, but also result in reproductive defects, such as small panicles, infrequent anther dehiscence and low seed-setting^23, 24^. Previous studies have demonstrated that failure of fertilization in the *phyA phyB phyC* mutant was caused by impaired dehiscence of the anther wall^23, 24^. This study firstly reported that the *phyA phyB* double mutant also had defect in male fertility, which is similar to that of triple mutant. To identify genes involved in the phytochrome-mediated reproduction process, a series of cytological observations and RNA-Seq investigations of *phyA* and *phyB* single and double mutants, and WT were carried out in this study. Cytological examination of slides of developing anthers and Alexander’s staining of pollen grains revealed that *phyA* and *phyB* single mutants showed similar anther structures and pollen viability as those of WT (Figs 2, 3 and 4). However, the *phyA phyB* double mutant exhibited hysteretic anther differentiation, more cell layers in at least one lobe, and fewer pollen grains—most arrested at stage 11 in the relatively normal lobes (Fig. 2H,L). These results suggest the existence of novel signaling pathways regulating anther development through phytochromes.

PIFs are a class of basic helix-loop-helix transcription factors that bind directly to phytochromes in the biologically active Pfr form^30^. They usually localize to the nucleus and bind specifically to downstream genes at the light-regulated cis-element G-box and PBE-box in their promoter regions^31–35^. Thus, identifying PIFs and their downstream genes under the regulation of phytochromes is an efficient way to establish novel phytochrome-mediated signaling pathways. In this study, two PIFs were specifically differentially expressed in the *phyA phyB* mutant (Table S2), which indicates they function downstream of *PHYA* and *PHYB* in rice. The two PIFs showed opposite expression patterns; *PIF16* was up-regulated significantly in the *phyA phyB* mutant, whereas *PIF14* were down-regulated (Table S2). 

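*PIF16* (LOC_Os05g04740 in Table S2), a phytochrome-interacting bHLH factor, stood at 1.90 ± 0.62 CPM in WT, 1.84 ± 0.89 in *phyA*, 1.48 ± 0.14 in *phyB* and 11.0 ± 2.52 CPM in *phyA phyB* (log2 2.53, SE 0.27, adjusted p = 7.8e-06). Its interaction passed the test (log2 2.89, adjusted p = 5.7e-04). Of 41 genes of light signalling and the circadian clock, 4 rose and 6 fell, with a median of -0.22 (camera adjusted p = 0.0796), but 6 rose and 4 fell with limma on log2(RPKM + 0.25). The *CONSTANS-like 9* gene of Fig. 5B, LOC_Os02g49230, fell from 54.7 ± 5.59 to 8.62 ± 0.40 CPM (log2 -2.66, SE 0.12, adjusted p = 3.1e-09). The others that rose, named after their values were seen, were annotated as *B-box 32* (LOC_Os02g07930, log2 1.90), a cryptochrome-interacting bHLH factor (LOC_Os02g47660, 1.68) and a cold- and circadian-regulated RNA-binding protein (LOC_Os05g13620, 1.24). The sources used here do not pair *PIF14* with a locus, and it is not described.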

To identify the candidate genes targeted by the two PIFs, we analyzed the distribution of putative PIF-binding motifs (including G-box and PBE-box) in the 2 kb upstream regions of the 2,241 differentially expressed transcripts (1,717 genes) specific to the *phyA phyB* double mutant. The result showed that more than half of the differentially expressed genes had at least one G-box or PBE-box in their promoter regions (Fig. S2). In detail, 566 (32.7%) and 912 (53.1%) differentially expressed genes had at least one G-box and PBE-box in their promoter regions, respectively. Among them, 319 genes had both the two *cis*-elements in their promoter regions. The large number of differentially expressed genes with G-box and/or PBE-box in their promoter regions might act as direct targets of the two PIFs in the signaling pathways of *PHYA-* and *PHYB-*mediated rice growth and development.

Environmental stresses, such as heat, drought and cold, have adverse impacts on anther development, especially during meiosis and mitosis^36–39^. Wheat exposed to elevated temperatures during pollen mitosis 1 and 2 triggers two types of abnormal anther development^40^. In one type, tapetum degradation occurs during meiosis, but the first microspore mitosis could not finish, resulting in immature pollen grains with normal exine but no cytoplasm. In the other type, the first mitotic division of the microspores proceeds to completion; however, few microspores undergo complete second mitosis, with mostly sterile pollen grains as a consequence^41^. Prolonged cold treatment of rice at the young microspore stage leads to small anthers and severe male sterility, which results from the hypertrophy and break down of tapetum cells^42^. In major cereals, such as wheat, maize, and rice, water deficit at the meiotic stage leads to partial or complete male sterility through inhibition of the future development of microspores and pollen grains^37, 43, 44^. The failure of male gametophyte development under stress treatments was considered to be the result of impaired carbohydrate metabolism^43–45^.

Carbohydrate metabolism disturbance severely affects anther development, even lead to male sterility^46, 47^. Sugars are the key components of developing anthers, especially in the anther wall fraction where sugar synthesis, secretion, storage, mobilization, and regulation take place^48^. At the early stage of rice anther development, starch is the most abundant sugar in the endothecium; it then decreases after meiosis, but reaches a much higher level during the first pollen grain mitosis^44^. In addition, cellulose and lignified thickenings, which are essential for anther dehiscence, are deposited in the endothecium during microspore maturation^49^. During rice anther maturation, reducing sugar contents increase while those of non-reducing sugars decrease^44^. Water deficit has no obvious effect on starch content at the meiotic stage, but tends to have a significant inhibitory effect during later stages. After first mitosis, starch content in drought-stress-treated anthers is less than half that of control plants^44^. Following meiosis, reducing sugar contents of drought-stress-treated anthers during subsequent stages are lower than controls, whereas non-reducing sugar contents are higher^44^. Comparing the expression profiles between *phyA*, *phyB* and *phyA phyB* mutants and that of WT revealed that the carbohydrate metabolic profiles changed significantly in the double mutant. 

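*CP12* (LOC_Os01g19740), which regulates enzymes of the Calvin cycle, fell from 14.7 ± 3.31 CPM in WT to 1.19 ± 0.31 CPM in *phyA phyB* (log2 -3.61, SE 0.41, adjusted p = 1.5e-05), and was at 8.29 ± 3.25 CPM in *phyA* and 7.94 ± 3.51 in *phyB*. In *phyA*, edgeR, DESeq2 and limma called 0 of the 37 genes of the light reactions list, of which 1 was higher and 13 were lower at an unadjusted p under 0.05 from edgeR, and the median of the list was -0.50 (camera adjusted p = 0.00231, and adjusted p = 0.556 with an estimated correlation). Within libraries E1 to E4 and within E5 to E12, the medians of that list in *phyA phyB* were -0.92 and -0.72.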

Major and minor CHO metabolisms were altered greatly, and photosynthesis was inhibited in the *phyA phyB* mutant (Fig. 6). Examinations of anthers and pollens in the *phyA phyB* double mutant showed similar results. In the *phyA phyB* mutant, more than one anther lobe did not generate tapetum which supplies nutrients, such as sugars, lipids and proteins, for pollen development and maturation^47^. Instead, these anther lobes produced several cell layers in anther locules without any visible pollen grains (Fig. 2H,L). In addition, the *phyA phyB* mutant produced much less pollen grains, most of which were arrested at stage 11 (Fig. 2H,L). Transmission electronic microscopy analyses revealed that the pollen intines were much thinner, and the storage materials, especially starches and lipids, were absent in the *phyA phyB* mutant (Fig. 3G–J). The cytological observations of the anthers and pollen grains of the double mutant indicated its metabolism changed significantly, with sharp decreases in cellulose, starch and lipid contents.

According to our study, the mutations of *PHYA* and *PHYB* seem to have impacts on anther development similar to those of stress treatments. In this study, 28 *Hsp*s and 5 *Hsfs* were up-regulated in the *phyA phyB* mutant (Table 2), which indicated that *PHYA* and *PHYB* mutations altered rice sensitivities to environmental stress. Consistent with this hypothesis, *phyBD*, *phyABDE* and *phyABCD* showed sequentially enhanced resistance to abscisic acid and NaCl treatments in *Arabidopsis* ^50^. Similarly, the *phyA phyB* mutant in rice exhibited less sensitivity to NaCl and low temperature stresses than WT and single mutants (Unpublished data). Previous studies revealed that Hsps and Hsfs play important roles in anther and pollen development. Many Hsps are expressed at different stages of anther development in various plant species, such as *Arabidopsis*, tobacco and tomato^51–54^. For example, the Hsp40 protein TMS1 is required for normal pollen tube growth under heat shock environments in *Arabidopsis* ^55^. In tobacco, two small Hsps are up-regulated significantly in the transition from unicellular to bicellular pollen, while nine other small Hsps are down-regulated at the same stage in tobacco^54^. *HsfA2* and *Hsp17-CII* are activated at the tomato diploid pollen mother cell stage, and their expression levels are up-regulated significantly under short and prolonged heat shock treatments in subsequent anther developmental stages^56^. Considering both the abiotic stress treatments and the absence of phytochromes could rapidly induce the expression levels of stress-responsive genes, such as *HSF*s and *HSP*s, we suggest that the phytochrome status has a great impact on plant stress responses. Previous studies revealed that male sterility induced by abiotic stress treatments were caused by impaired carbohydrate metabolisms in many plant species^43–45^. In this study, we also found that the carbohydrate metabolism profiles changed significantly in the *phyA phyB* mutant. Thus, we inferred that the growth and development of the double mutant wasted much carbohydrates and energy, and that the male sterility of the double mutant resulted from the imbalanced carbohydrate metabolism.

## Methods

### Plant materials and growth conditions

Four plant materials were used in this study: WT rice (*Oryza sativa* L. cv. Nipponbare), *phyA* (*phyA-4*), *phyB* (*phyB-1*) and *phyA phyB* (*phyA-4 phyB-1*) mutants^21, 22^. The *phyA* mutant was obtained by screening *Tos17* retrotransposon mutant panels^21, 22^, which has a *Tos17* insertion in the middle of the second exon of the *PHYA* gene. The *phyB* mutant was isolated from γ-ray-mutagenized rice seeds^22^, which has 1 bp insertion (C) in the the first exon. All the mutants used in this study were homozygous in the background of Nipponbare. Seeds were surface sterilized in 70% (v/v) ethanol for 30 s and then placed in 5% NaClO (v/v) for 20 min. After rinsing six times in sterile double-distilled water, the seeds were incubated in the dark at 28 °C for 3 days to induce germination. During July to August, seedlings were transplanted into soil at the farm of the Shandong Academy of Agricultural Sciences in Jinan, Shandong, China (latitude 36°40′N; longitude 117°00′E). Anthers from the four plant materials were collected before anthesis. The collected anthers were frozen in liquid nitrogen and transferred to a −80 °C freezer until RNA extraction.

### Anther structural analysis and pollen viability test

Anthers from the WT, *phyA*, *phyB* and *phyA phyB* mutants were fixed before anthesis as described by Li *et al*.^10^. Then they were embedded in Spurr’s resin (Sigma-Aldrich, St Louis, MO). Semi-thin sections were generated with an Ultracut E ultramicrotome (Leica Microsystems). After staining with 0.5% (w/v) toluidine blue-O (Sigma-Aldrich, St Louis, MO), the sections were observed and photographed under an Olympus BX51 microscope.

Transmission electron microscopic analysis of anthers from WT, *phyA* and *phyB* single, and *phyA phyB* double mutants were sampled at stage 12 and fixed for 4 h in phosphate buffer, at pH 7.0, supplemented with 2.5% glutaraldehyde. Then they were rinsed with the same buffer and post-fixed for 2 h in phosphate buffer containing 1% osmium tetroxide (Pelco International, Redding, CA, USA) at room temperature. After dehydration by a graded ethanol series (50%, 70%, 80%, 90%, 95% and 100%), the specimens were embedded in Spurr resin (SPI). Ultrathin sections (50 to 70 nm thick) collected on uncoated nickel grids (100 mesh) were stained with 2% uranyl acetate and 1% lead citrate, then examined at 80 kV using a transmission electron microscope (Hitachi 7650, Ibaraki, Japan).

The samples used for scanning electron microscopic analysis were the same as those of used in transmission electron microscopic analysis. All the samples were embedded for 4 h in 0.1 M sodium phosphate buffer solution containing 2.5% glutaraldehyde, at pH 7.0, rinsed three times in 0.1 M phosphate buffer, at pH 7.0, and further fixed in 0.1 M sodium phosphate buffer solution containing 1% osmium tetroxide for 2 h. They were rinsed again in the same buffer, dehydrated in an acetone series from 50% to 100% and then rinsed three times with 100% acetone, which was exchanged three times with isoamyl acetate (Sigma-Aldrich). They were then processed for critical-point drying using liquid CO_2_, and gold-coated (10-nm thickness) in an E-1045 sputter coater (Hitachi, Tokyo, Japan). The specimens were then examined in a TM3000 (Hitachi, Tokyo, Japan) with an accelerating voltage of 15 kV.

For the pollen viability test, anthers were stained in Alexander stain for 1~2 days according to Alexander (1969)^57^.

### RNA extraction, cDNA library construction, and sequencing

Total RNA was extracted from rice anthers using the modified CTAB method as described in Xu *et al*.^58^. The quantity and purity of total RNA were analyzed on a Bioanalyzer 2100 instrument (Agilent, Santa Clara, CA, USA). RNAs with integrity numbers above 7.0 were used for library construction. Approximately 10 μg total RNA was used for generating cDNA according to the Illumina protocol (Illumina, Aan Diego, CA, USA). The products were single-end sequenced on an Illumina Hiseq. 2500 sequencer at LC Sciences (Hangzhou, China) following the vendor’s recommended protocol. Processing of fluorescent images into sequences, base-calling and quality value calculations were carried out using the Illumina data processing pipeline (version 1.8).

### Read alignment and assembly

Raw reads containing adaptor sequences, with low quality and unknown nucleotides N were filtered to obtain clean reads. The clean reads were then subjected to quality assessment, which included classification of total and distinct reads and percentage counts in libraries, saturation analysis of libraries and correlation of biological replicates. All clean reads were mapped to the rice genome (http://phytozome.jgi.doe.gov/pz/portal.html) using Bowtie (version 1.0.0), with only one base-pair mismatch allowed. The number of perfect clean reads corresponding to each gene was calculated and normalized to the number of RPKMs^25^.

### Differentially expressed genes identification and functional analysis

Transcript profiles of all the sequencing data were analyzed by calculating the number of reads per kilobase of exon model per million mapped reads (RPKM)^59^. To identify candidate genes involved in anther development in the *phyA phyB* mutant, a series of comparisons between *phyA* and *phyB* single and double mutants, and WT anther expression profiles were carried out using DEseq.^60^. Transcripts with fold change ≥2, FDR ≤ 0.01 and read number ≥20 in at least one of the two comparison samples were considered to be differentially expressed. Gene Ontology (GO) analyses were performed using AgriGO^61^.

### qRT-PCR analysis

Three biological replicates of total RNA were used for qRT-PCR analysis. Total RNA was extracted as described above. After DNase I treatment, approximately 4 μg of total RNA was reverse transcribed using M-MLV RTase cDNA syntheis kit (Takara, Dalian, China).

qRT-PCR was performed on a StepOne plus Real-Time PCR system (ABI, Carlsbad, CA, USA) using SYBR Green PCR master mix (Takara, Dalian, China). The *EF-1α* gene was used as an internal control. Primers used in qRT-PCR experiments were listed in Table S3.

## Electronic supplementary material

Supplementary Information

Table S1

Table S2

Table S3

## References

[1] IRGSP (2005). The map-based sequence of the rice genome. Nature.

[2] Zhang DB, Wilson ZA (2009). Stamen specification and anther development in rice. Chinese Sci. Bull..

[3] Sanders PM (1999). Anther developmental defects in *Arabidopsis thaliana* male-sterile mutants. Sex. Plant Reprod..

[4] Scott RJ, Spielman M, Dickinson HG (2004). Stamen structure and function. Plant Cell.

[5] Nonomura K (2004). The novel gene *Homologous Pairing Aberration in Rice Meiosis1* of rice encodes a putative coiled-coil protein required for homologous chromosome pairing in meiosis. Plant Cell.

[6] Nonomura K, Nakano M, Eiguchi M, Suzuki T, Kurata N (2006). PAIR2 is essential for homologous chromosome synapsis in rice meiosis I. J. Cell Sci..

[7] Zhang L, Tao J, Wang S, Chong K, Wang T (2006). The rice OsRad21-4, an orthologue of yeast Rec8 protein, is required for efficient meiosis. Plant Mol. Biol..

[8] Nonomura K (2007). A germ cell specific gene of the ARGONAUTE family is essential for the progression of premeiotic mitosis and meiosis during sporogenesis in rice. Plant Cell.

[9] Jung KH (2005). Rice *Undeveloped Tapetum1* is a major regulator of early tapetum development. Plant Cell.

[10] Li N (2006). The rice *Tapetum Degeneration Retardation* gene is required for tapetum degradation and anther development. Plant Cell.

[11] Kaneko M (2004). Loss-of-function mutations of the rice *GAMYB* gene impair alpha-amylase expression in aleurone and flower development. Plant Cell.

[12] Millar AA, Gubler F (2005). The Arabidopsis *GAMYB-like* genes, *MYB33* and *MYB65*, are microRNA-regulated genes that redundantly facilitate anther development. Plant Cell.

[13] Tsuji H (2006). GAMYB controls different sets of genes and is differentially regulated by microRNA in aleurone cells and anthers. Plant J..

[14] Keijzer CJ (1987). The processes of anther dehiscence and pollen dispersal. I. The opening mechanism of longitudinally dehiscing anthers. New Phytol..

[15] Yang C (2007). Arabidopsis *MYB26/MALE STERILE35* regulates secondary thickening in the endothecium and is essential for anther dehiscence. Plant Cell.

[16] Mitsuda N, Seki M, Shinozaki K, Ohme-Takagi M (2005). The NAC transcription factors NST1 and NST2 of *Arabidopsis* regulate secondary wall thickenings and are required for anther dehiscence. Plant Cell.

[17] Matsui T, Omasa K, Horie T (1999). Mechanism of anther dehiscence in rice (*Oryza sativa* L.). Ann. Bot..

[18] Basu D (2000). Rice PHYC gene: structure, expression, map position and evolution. Plant Mol.Biol..

[19] Dehesh K, Tepperman J, Christensen AH, Quail PH (1991). phyB is evolutionarily conserved and constitutively expressed in rice seedling shoots. Mol. Gen. Genet..

[20] Kay SA, Keith B, Shinozaki K, Chua NH (1989). The sequence of the rice phytochrome gene. Nucleic Acids Res..

[21] Takano M (2001). Isolation and characterization of rice phytochrome A mutants. Plant Cell.

[22] Takano M (2005). Distinct and cooperative functions of phytochromes A, B, and C in the control of deetiolation and flowering in rice. Plant Cell.

[23] Takano M (2009). Phytochromes are the sole photoreceptors for perceiving red/far-red light in rice. Proc. Natl. Acad. Sci. USA.

[24] Gu J, Liu J, Xue Y, Zang X, Xie X (2011). Functions of phytochrome in rice growth and development. Rice Sci..

[25] Boston RS, Viitanen PV, Vierling E (1996). Molecular chaperones and protein folding in plants. Plant Mol.Biol..

[26] Vierling E (1991). The roles of heat shock proteins in plants. Annu. Rev. Plant Biol..

[27] Waters ER, Lee GJ, Vierling E (1996). Evolution, structure and function of the small heat shock proteins in plants. J. Exp. Bot..

[28] Hu W, Hu G, Han B (2009). Genome-wide survey and expression profiling of heat shock proteins and heat shock factors revealed overlapped and stress specific response under abiotic stresses in rice. Plant Sci..

[29] Nover L (2001). Arabidopsis and the heat stress transcription factor world: how many heat stress transcription factors do we need?. Cell Stress Chaperone.

[30] Duek PD, Fankhauser C (2005). bHLH class transcription factors take centre stage in phytochrome signaling. Trends Plant Sci..

[31] Martínez-García JF, Huq E, Quail PH (2000). Direct targeting of light signals to a promoter element-bound transcription factor. Science.

[32] Hornitschek P (2012). Phytochrome interacting factors 4 and 5 control seedling growth in changing light conditions by directly controlling auxin signaling. Plant J..

[33] Oh E, Zhu JY, Wang ZY (2012). Interaction between BZR1 and PIF4 integrates brassinosteroid and environmental responses. Nat. Cell Biol..

[34] Zhang Y (2013). A quartet of PIF bHLH factors provides a transcriptionally centered signaling hub that regulates seedling morphogenesis through differential expression-patterning of shared target genes in *Arabidopsis*. PLoS Genet..

[35] Pfeiffer A, Shi H, Tepperman JM, Zhang Y, Quail PH (2014). Combinatorial Complexity in a Transcriptionally Centered Signaling Hub in Arabidopsis. Mol. Plant.

[36] Boyer JS, Westgate ME (2004). Grain yields with limited water. J. Exp. Bot..

[37] Saini HS, Aspinall D (1981). Effect of water deficit on sporogenesis in wheat (*Triticum aestivum* L.). Ann. Bot..

[38] Saini HS, Westgate ME (1999). Reproductive development in grain crops during drought. Adv. Agron..

[39] Stone, P. The effects of heat stress on cereal yield and quality. In: Crop Responses and Adaptations to Temperature Stress. (ed A.S. Basra) 243–291 (Food Products, 2001).

[40] Sakata T, Takahashi H, Nishiyama I, Higahsitani A (2000). Effects of high temperature on the development of pollen mother cells and microspores in barley *Hordeum vulgare* L. J.Plant Res..

[41] Saini HS, Sedgley M, Aspinall D (1984). Developmental anatomy in wheat of male sterility induced by heat stress, water deficit or abscisic acid. Aust. J. Plant Physiol..

[42] Imin N, Kerim T, Weinman JJ, Rolfe BG (2006). Low temperature treatment at the young microspore stage induces protein changes in rice anthers. Mol. Cell. Proteomics.

[43] Saini HS (1997). Effect of water stress on male gametophyte development in plants. Sex.Plant Reprod..

[44] Sheoran IS, Saini HS (1996). Drought induced male sterility in rice: changes in carbohydrate levels and enzyme activities associated with the inhibition of starch accumulation in pollen. Sex. Plant Reprod..

[45] Dorian S, Lalonde S, Saini HS (1996). Induction of male sterility in wheat by meiotic stage water deficit is preceded by a decline in invertase activity and changes in carbohydrate metabolism in anthers. Plant Physiol..

[46] Datta R, Chamusco KC, Chourey PS (2002). Starch biosynthesis during pollen maturation is associated with altered patterns of gene expression in maize. Plant Physiol..

[47] Goetz M (2001). Induction of male sterility in plants by metabolic engineering of the carbohydrate supply. Proc. Natl. Acad. Sci.USA.

[48] Castro AJ, Clément C (2007). Sucrose and starch catabolism in the anther of *Lilium* during its development: a comparative study among the anther wall, locular fluid and microspore/pollen fractions. Planta.

[49] Dawson J (1999). Characterization and genetic mapping of a mutation (*ms35*) which prevents anther dehiscence in *Arabidopsis thaliana* by affecting secondary wall thickening in the endothecium. New Phytol..

[50] Yang D, Seaton DD, Krahmer J, Halliday J (2016). Photoreceptor effects on plant biomass, resource allocation, and metabolic state. Proc. Natl. Acad. Sci. USA.

[51] Frank G (2009). Transcriptional profiling of maturing tomato (*Solanumlycopersicum* L.) microspores reveals the involvement of heat shock proteins, ROS scavengers, hormones, and sugars in the heat stress response. J. Exp. Bot..

[52] Honys D, Twell D (2004). Transcriptome analysis of haploid male gametophyte development in *Arabidopsis*. Genome Biol..

[53] Sheoran IS, Ross AR, Olson DJ, Sawhney VK (2007). Proteomic analysis of tomato (*Lycopersicon esculentum*) pollen. J. Exp. Bot..

[54] Volkov RA, Panchuk II, Schöffl F (2005). Small heat shock proteins are differentially regulated during pollen development and following heat stress in tobacco. Plant Mol.Biol..

[55] Yang KZ (2009). A mutation in *Thermo sensitive Male Sterile 1*, encoding a heat shock protein with DnaJ and PDI domains, leads to thermosensitive gametophytic male sterility in Arabidopsis. Plant J..

[56] Giorno F (2010). Developmental and heat stress-regulated expression of HsfA2 and small heat shock proteins in tomato anthers. J. Exp. Bot..

[57] Alexander MP (1969). Differential staining of aborted and nonaborted pollen. Stain Tech..

[58] Xu XH (2012). Identification of genes specifically or preferentially expressed in maize silk reveals similarity and diversity in transcript abundance of different dry stigmas. BMC genomics.

[59] Mortazavi, A., Williams, B. A., McCue, K., Schaeffer, L. & Wold, B. Mapping and quantifying mammalian transcriptomes by RNA-Seq. *Nat. methods***5**, 621–628 (2008).10.1038/nmeth.1226PMC1330316618516045

[60] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol..

[61] Du, Z., Zhou, X., Ling, Y., Zhang, Z. & Su, Z. agriGO: a GO analysis toolkit for the agricultural community. *Nucleic Acids Res*. **38**, W64–70 (2010).10.1093/nar/gkq310PMC289616720435677

How the deposited data were processed for this re-analysis (not part of the article)

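RNA of rice anthers from WT, *phyA*, *phyB* and *phyA phyB* plants was sequenced by the authors, with 3 libraries of each genotype that the paper calls biological replicates. The authors filtered the single-end reads, aligned them to the rice genome with Bowtie 1.0.0 and deposited 1 table with 42120 transcripts, of which 41976 carry a locus identifier of the form LOC_Os, with an annotation for 30966 of them, Gene Ontology terms and KEGG pathways. The authors' deposited expected counts are estimated counts, 50.9% of which are not whole numbers, with fractions that reads shared between transcripts would give. The deposited RPKM values, which the authors computed from these counts, lay within 1% of count over transcript length and library size for 100% of the values. How such reads were divided is not given in the sources used here. Sample labels and column names pair each column with 1 library, and no column was left unmapped. No genome or annotation of the build was used, so genes are given by locus and not by coordinates, and a table of gene symbols matched 0 of the 32181 loci.

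The expected counts were rounded to whole numbers for the tests. Gene counts are sums over the transcripts of a locus, of which 6185 have several. Counts were analysed with edgeR 4.0.16 in R 4.3.3 (TMM factors, robust quasi-likelihood fit, Benjamini-Hochberg adjustment per comparison), with 1 fit over the 4 genotypes so that they share an estimate of the spread. The comparisons were each mutant against WT, *phyA phyB* against each single mutant, and the interaction of both mutations. The thresholds on fold change, adjusted p and read number are those of the paper's methods. Gene lists were tested with camera of limma 3.58.1, and again with a term for libraries E1 to E4 after the data were seen, and terms with Fisher's exact test, over terms of 10 to 1000 genes. The alternatives were DESeq2 1.42.0, limma on log2(RPKM + 0.25) and on log2(RPKM + 1) for features with a mean RPKM of at least 1 in a genotype, RLE and upper quartile scaling, only the genotypes compared, counts not rounded, edgeR's filterByExpr or no filter, an adjusted p of 0.05, a fold change of 1.5, the highest-count transcript in place of the sum, a term for libraries E1 to E4, other backgrounds for terms, and leaving out each library in turn. Fold changes from limma are on the scale of log2(RPKM + pseudocount), which understates changes of low genes. The RPKM values were not TMM-scaled, which moves limma's log2 fold changes of *phyA phyB* against WT upward. A fall that misses the fold threshold with limma can reflect this. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.

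Apart from what is named as added, the tests, thresholds, alternatives and 43 gene lists, by annotation or KEGG pathway, were fixed before the data were examined, and so was the rule for the genes named. That rule takes every gene the paper names (whose values in the paper's tables had been seen), the 10 largest rises and 10 largest falls in *phyA phyB* against WT and the 5 largest of each for *phyA*, *phyB* and the interaction among annotated genes that passed the test with a mean count of at least 50 and with every library of the mutant on 1 side of every WT library, up to 4 members of each list that passed the test, by the size of their change, and up to 3 of each enriched term. The paper's own differential expression used DESeq. After the data were seen, 3 lists, the tests of lists in the interaction and in *phyA phyB* against the single mutants, and the analysis of E5 to E12 alone were added.

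Libraries of a genotype correlated across genes on log2 CPM with Pearson's r of 0.970 to 0.993, and libraries of different genotypes with 0.919 to 0.977. A chi-square of their counts per degree of freedom was 1.83 to 38.0 within genotypes, so no pair differed by less than the sampling noise. The leading principal components held 45.4%, 16.7% and 14.2% of the variance. On simulated counts with 200 changed genes in *phyA phyB* among 16703, the test against WT recovered 26.9% of the changes of 2-fold, 92.5% of 3-fold and 93.9% of 4-fold, with 0 false calls. On 23290 simulated transcripts it recovered 40.3%, 98.5% and 100%, with 1 false call. The 2-fold changes lie on the fold threshold itself, and no other depth was simulated. Where a group has no counts, folds were computed on the CPM scale against a floor of 3 counts over the group, which covers counting error only. The qRT-PCR values of Fig. 5B and the down-regulated rows of Table S2 were not analysed here.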

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

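The tests of *PHYA* RNA, of the genes on chromosome 11, of pollen RNA, of the 4 Hsp lists without Hsp40 and of lists with a term for libraries E1 to E4 were chosen only after the results were seen, and those of all 5 Hsp lists and of other groupings of the libraries before.

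*PHYA* RNA in the libraries labelled *phyA phyB* lay between the levels in *phyA* and WT, with a log2 of 1.72 against *phyA*, at 38.7% of the gap from *phyA* to WT. WT RNA mixed into these libraries at that share would bring 586 counts at the 4 loci with no counts in *phyB*, where 12 were found, 2.05% of that number, which argues against it. These loci cannot show RNA of the *phyB* line, and a mixture with that RNA was not tested. A wrong label for single-mutant libraries is argued against by the same log2 of 1.72 against *phyA*, by *PHYA* and *PHYB* RNA both being below WT, and by the 2139 and 1640 genes that differed from *phyA* and *phyB*. A different level or stability of RNA from the mutated *PHYA* gene where *PHYB* is mutated too, and a difference between the lines, stay open, as untested. *PHYB* RNA had a log2 of 0.55 in *phyA phyB* against *phyB*, at 23.5% of the gap to WT.

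Of the 56 genes of the small Hsp, Hsp70, Hsp90 and Hsp100 lists, 46 had a log2 fold change above 0 in *phyA phyB* and 10 below, and camera, which called each list with a preset correlation, gave adjusted p = 0.127, 0.0236, 0.124 and 0.0191 with an estimated correlation, and for Hsp90 adjusted p = 0.0187 with a term for libraries E1 to E4 too. A difference between libraries E1 to E4 and the rest is argued against for these 4 lists, whose median log2 fold change was 1.11 in the set where it was lower. By design, E1 to E4 hold 1 library of each genotype, so a shift they share does not by itself separate genotypes. Scaling between libraries is argued against by a median 1.18 above that of all genes. Scaling moves all genes alike, so by design this excess hardly differs between TMM, RLE and upper quartile, and their agreement adds no evidence. Over all 5 lists with the 98 Hsp40 genes, as the tests were set at the start, the lower median was 0.166 and the lowest excess 0.168, with 94 of 154 genes above 0 and 60 below. These values were too small for the tests as set to decide either explanation, though both points of design hold for the 5 lists too. A lower share of pollen RNA cannot be told apart from a change within cells, since the 15 pollen-annotated genes had a median of -0.12 and a high share of pollen RNA hides a small fall. The genotype, which the design varies, stays open as well.

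A run of neighbouring loci on chromosome 11, LOC_Os11g12010 to LOC_Os11g12410, held 10 genes lower in *phyA* and 1 higher among 11 tested, and of the 10, 5 annotated as NB-ARC disease resistance proteins were lower by log2 -1.78 to -6.17, 3 had 1 to 2 counts over the *phyA* libraries against 141 to 556 in WT, and LOC_Os11g12270 and LOC_Os11g12400 had none (at least 53.5-fold and 23.2-fold lower against 3 counts). The 10 lay within a window of 20 tested loci, where 1000 random reorderings of the calls gave at most 4 (permutation p = 0.001, the smallest they can give). For 9 of the 10 the level in *phyA phyB* was no more than 2-fold below WT, while LOC_Os11g12290 was lower there too (log2 -2.54), a gene named, like LOC_Os11g12400, after its values were seen. By the paper's methods *phyA phyB* carries the same homozygous *PHYA* allele as *phyA*, so the levels of these 9 genes there argue against expression that needs *PHYA*, for these 9. The test as set could not decide this, because it asked for *PHYA* RNA close to its level in *phyA*, and it was higher. RNA of the mutated gene does not show that it works. A stretch of the genome that differs between the *phyA* line and the other lines stays open, because the closeness of the 10 genes is the pattern itself. Among the 6 tests of such windows, genes were also higher in windows that overlap the run, 5 in *phyA* from LOC_Os11g11810 to LOC_Os11g12330 (permutation p = 0.035, adjusted 0.0699) and 6 in *phyB* from LOC_Os11g11770 to LOC_Os11g12330 (permutation p = 0.002, adjusted 0.006), members of these families can share reads, and whether the stretch differs in sequence was not tested.

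The interaction of the 2 mutations, a test of whether the effect of *phyB* differs between plants with and without *PHYA*, passed for 1666 genes, against at most 20 in the other groupings among 100 (1 of 100 as large, the real one). These groupings mix libraries of different genotypes within a group. They therefore set the count against no genotype effect at all, and cannot decide how many genes would pass with genotype effects but no interaction. Splits of 3 libraries against 3 number 10, the real one included, too few for a share under 0.05, with 1 as large as the real one in each comparison, the real one itself. The real splits gave 482, 593 and 2768 transcripts for *phyA*, *phyB* and *phyA phyB* against WT and 2408 in *phyA phyB* alone, 401, 463 and 2126 genes, and 2139 and 1640 genes for *phyA phyB* against *phyA* and *phyB*, and the highest of the other splits gave 0 in each.

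No counts were found in *phyA* at 7 loci, in *phyB* at 4 and in *phyA phyB* at 3 that had a mean count of at least 20 in WT, loci the paper does not discuss. Of the 7 at 0 in *phyA*, 5 were no more than 2-fold below WT in *phyA phyB*. LOC_Os02g40320, also at 0 in *phyA*, was at 0.284 CPM in *phyA phyB* against 5.07 in WT. LOC_Os08g24820, with 446 counts in WT, was at 0 in all 3 mutants, at least 120.3-fold, 154-fold and 188-fold lower against a floor of 3 counts over each group. The 3 loci at 0 in *phyA phyB* were also at 0 in *phyB*, the others being an F-box gene (LOC_Os11g09590), at least 100.3-fold lower in *phyB* and 122-fold in *phyA phyB*, and LOC_Os09g39280, at least 68.5-fold and 83.5-fold lower. The fourth in *phyB*, the Argonaute gene LOC_Os02g40280, was at least 91.9-fold lower, and the others of these loci were named after their values were seen. Libraries E1 to E4 had 265 genes lower and 20 higher than the other 8. Of 34 genes of the abscisic acid response and PP2C phosphatases, whose expression the paper's text does not describe, 8 rose in *phyA* and 7 in *phyB*.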

How the results depend on the processing

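The analysis of libraries E5 to E12 alone, the camera tests with a term for libraries E1 to E4 and the counts by hydrolase family were chosen only after the data were seen, and the other settings before. Of the counts recomputed, 215 lay within 1.5 times the value reported, 20 did not, and no call of a named gene was reversed. The 6 differences from WT in the number of detected features kept their sign with at least 10 counts required, but in *phyA* they went from -525.7 to -1118 transcripts and from -484.3 to -731.3 loci, and in *phyB* from 70.0 to 310.7 transcripts and from 51.7 to 224.3 loci. With a fold change of 1.5, more genes pass by construction, 672 for *phyA*, 1097 for *phyB*, 3958 for *phyA phyB*, 3917 and 3265 for *phyA phyB* against *phyA* and *phyB*, and 2526 for the interaction; transcripts numbered 851, 1526 and 5509, those in *phyA phyB* alone 4464, and members of the gene lists 630. With limma on log2(RPKM + 1), 237 genes passed in *phyA*, 263 in *phyB* and 1082 in *phyA phyB* against *phyB*, and 290 and 322 transcripts in *phyA* and *phyB*; the cause was not tested. Loci without counts numbered 14, 7 and 8 in *phyA*, *phyB* and *phyA phyB* when a mean count under 1 was allowed, which widens the set by construction, and 4 in *phyA* at a WT mean count of 50, which narrows it.

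Leaving out 1 library at a time gave 289 to 340 genes for *phyA*, 319 to 398 for *phyB*, 1842 to 2155 for *phyA phyB*, 1913 to 2226 and 1365 to 1711 for *phyA phyB* against *phyA* and *phyB*, 1383 to 1792 for the interaction and 370 to 406 members of lists, and 361 to 432, 438 to 539 and 2462 to 2831 transcripts, with 2212 to 2477 in *phyA phyB* alone. Of the 2126 genes called in *phyA phyB*, 1977 (93.0%) were also called in the same direction by DESeq2, 2056 with RLE scaling, 1966 (92.5%) within E5 to E12, 1625 (76.4%) and 1278 (60.1%) with limma at the lower and higher pseudocount, and 1731 to 1890 with 1 library left out, with 0 called in the opposite direction. With limma on log2(RPKM + 0.25), 211 genes were higher and 154 lower in *phyA*, 319 and 112 in *phyB*, 2127 and 559 in *phyA phyB* against *phyA*, 1324 and 362 against *phyB*, 1413 and 469 in the interaction and 349 and 77 among members of lists, where the values reported were 276 and 125, 274 and 189, 1129 and 1010, 1053 and 587, 890 and 776, and 282 and 132. On log2(RPKM + 1) they were 136 and 101, 186 and 77, 1273 and 431, 868 and 214, 1151 and 392, and 265 and 53, and with a fold change of 1.5 *phyB* had 535 higher and 562 lower. The limma fits lack TMM scaling. The direction of the majority turned in *phyA phyB* against *phyA* with DESeq2 (987 higher and 1100 lower) and RLE scaling (1056 and 1084), among other settings, and in the interaction with RLE scaling (825 and 829). Transcripts in *phyA phyB* alone were 2105 and 591, and 1371 and 449, with limma. Enriched terms numbered 35 and 12 over all genes called and 24 and 9 against all tested genes, with 26 and 10, and 24 and 9, shared with those reported. Among 257 pairs of a named gene and a comparison, 39 lost a call in some setting and 25 on leaving out 1 library. No fit with replicate numbers as a block was run, since the column names and labels carry no numbers shared between genotypes, and the numbers in Table 1 can be tied to libraries only by equal numbers of transcripts above 0 (12 of 12), which were not used to assign replicates. Libraries E1 to E4, 1 of each genotype, deviated together from the means of their genotypes (correlations of 0.522 to 0.682), and with a term for them 558 genes passed in *phyA*, 637 in *phyB*, 2360 in *phyA phyB* and 2337 in the interaction. With this term in camera, 554 tests of a list in a comparison stayed on their side of an adjusted p of 0.05, 10 gained a call and 12 lost it, and none that was called turned its direction. In *phyA phyB* against WT these were Hsp90 (adjusted p = 0.0187 with an estimated correlation) and the chlorophyll-binding list (adjusted p = 0.0739 with the preset one). Depth limits the folds that can be given where a group has no counts, which are bounds against 3 counts over the group. The self-test recovered 26.9% of 2-fold changes, which lie on the fold threshold itself, and was not run at other depths.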

Differences from the paper's values

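No test here was chosen only after the result was seen, apart from the analysis of E5 to E12 alone, which is among the settings, and the other alternatives were set before the data were examined. The paper's mapped reads per library run from 3110153 to 4771027, whereas the expected counts summed to 7277551 in the lowest library and 12011217 in the highest. Set beside the library of Table 1 with the same genotype and number of transcripts above 0, the sums were 2.23 to 2.58 times the paper's mapped reads and 0.851 to 0.881 times its clean reads. Table 1 also lists unique reads, of which the mapped reads are 76.5% to 81.8%, and whether the mapped reads count each distinct sequence once is not stated in the paper's text. The alternatives do not bear on this value. For LOC_Os02g54130.2, an Hsp40 transcript, the paper's mean RPKM values are 57.31 in WT, 21.86 in *phyA*, 3.77 in *phyB* and 1.45 in *phyA phyB*, and the means of the deposited RPKM values are 1.45, 1.86, 1.43 and 3.77, so that the paper's value for *phyB* matches that of *phyA phyB* here and its value for *phyA phyB* that of WT. None of the alternatives changes these means. For LOC_Os09g35790.3 (*OsHsfB2c*) the paper's log2 fold change is 5.96 and that found here 7.14. It was 6.50 with DESeq2, within the error, and not within it with counts not rounded (5.09), with limma (3.19 and 1.72) or with the other alternatives (7.12 to 7.27). Of the 50 log2 fold changes of Table 2 this was the 1 that differed by more than the standard error, 0 had the opposite sign, and 4 of its 200 RPKM values differed, those of LOC_Os02g54130.2.

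The paper reports nearly as many, and slightly more, lower than higher transcripts specific to *phyA phyB*, and here 1378 were higher and 1030 lower. Every alternative, leaving out a library included, gave more higher than lower ones, from 1160 and 1115 with DESeq2, the closest, to 2105 and 591 with limma on log2(RPKM + 0.25). The paper used DESeq, so DESeq2 is the setting most like its own, and with it the directions were nearly equal here too. The limma fits lack TMM scaling, which moves fold changes in *phyA phyB* upward. The lists set here against the paper's groups come from the deposited annotation and KEGG pathways and not from the MapMan groups of Fig. 6, so the genes compared can differ. The paper describes genes of starch, sucrose and trehalose metabolism as mainly down-regulated, and of the 78 and 11 genes of these lists 9 rose and 3 fell, and 3 rose and 0 fell (edgeR; trehalose 7 higher and 0 lower at an unadjusted p under 0.05, 0 lower by DESeq2 and limma). With a fold change of 1.5, 13 starch and sucrose genes rose and 14 fell, and in no other setting did more fall than rise in either list. For nucleotide metabolism, where the paper has most genes higher, 2 rose and 4 fell, and limma gave 6 and 2, and 4 and 1, the settings with more higher than lower. For terpenes, where it also has most higher, 2 rose and 2 fell, and more rose than fell with limma (5 and 1, and 2 and 1), with a fold change of 1.5 (9 and 2) and without WT library E5 or *phyA phyB* library E2 (2 and 1 each). Of the carbohydrate lists, the paper puts cellulose degradation at the top, and here 12 chitinases rose, 9 cellulases and β-glucosidases, 9 starch and sucrose genes, 8 family 17 hydrolases and 6 β-galactosidases, counted over all genes that passed in *phyA phyB*. In no setting were the cellulases and β-glucosidases at the top of these lists. The paper's ranking covers transcripts specific to *phyA phyB*, and elsewhere it counts β-galactosidases, a separate list here, among enzymes able to break down cellulose. The rankings are thus over unlike groups, and whether they disagree cannot be told. In Table S1, 30 transcripts of *phyA* and 25 of *phyB* have an FDR above the threshold of 0.01 that the methods give (up to 0.0150 and 0.0147), and 6 and 4 a log2 fold change under 1 (down to 0.996).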

Other observations

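The tests of gene lists in the interaction and of lists with a term for libraries E1 to E4 were chosen only after the data were seen. Of 34 genes of the abscisic acid response and PP2C phosphatases, which hold back abscisic acid signalling, 8 rose in *phyA* (camera adjusted p = 2.7e-16, and adjusted p = 0.0908 with an estimated correlation, or adjusted p = 0.0287 with an estimated correlation and a term for libraries E1 to E4) and 7 in *phyB* (8 when adjusted over the list alone; camera adjusted p = 3.2e-08, and adjusted p = 0.131 with an estimated correlation). In *phyA phyB* 4 rose and 2 fell (5 and 2 when adjusted over the list alone; camera adjusted p = 0.45), and the interaction was negative for 11 (12 when adjusted over the list alone; camera adjusted p = 1.5e-11, and adjusted p = 0.117 with an estimated correlation). *Highly ABA-induced PP2C gene 2* (LOC_Os03g16170) stood at 4.23 ± 0.18 CPM in WT, 41.9 ± 3.66 in *phyA*, 34.5 ± 2.37 in *phyB* and 10.2 ± 1.15 CPM in *phyA phyB* (interaction log2 -5.05, SE 0.17, adjusted p = 1.4e-09). Another gene of that name (LOC_Os09g15670), at 3.77 ± 1.12, 31.9 ± 3.55, 24.0 ± 2.71 and 10.6 ± 1.51 CPM, had an interaction of -4.29, and *ABRE binding factor 4* (LOC_Os02g52780), a transcription factor of the response, rose in all 3 mutants, by 2.12, 1.74 and 1.52. The fourth that rose in *phyA phyB* was *abscisic acid responsive elements-binding factor 2* (LOC_Os06g10880, log2 1.23), and those that fell were an HVA22 family gene (LOC_Os03g14610), from 1317 ± 91.9 to 489 ± 19.4 CPM, and another *highly ABA-induced PP2C gene 2* (LOC_Os05g38290, -1.16). LOC_Os06g10880 and LOC_Os05g38290 were named after their values were seen. *Nine-cis-epoxycarotenoid dioxygenase 3* (LOC_Os03g44380), of abscisic acid synthesis, stood at 1.33 ± 0.59 CPM in WT, 9.24 ± 1.16 in *phyA*, 4.44 ± 0.62 in *phyB* and 2.93 ± 0.93 CPM in *phyA phyB*. Of 11 trehalose genes 5 rose in *phyA* (camera adjusted p = 6.8e-20, and adjusted p = 0.00432 with an estimated correlation), namely LOC_Os09g23350 (log2 1.82), LOC_Os02g54820 (1.43), LOC_Os08g34580 (1.36), LOC_Os08g31980 (1.09) and LOC_Os09g20990 (1.06), LOC_Os02g54820, LOC_Os08g31980 and LOC_Os09g20990 named after their values were seen. *WRKY DNA-binding protein 33* (LOC_Os05g39720) rose in *phyA* and *phyB* by 2.56 and 2.39 and had a log2 of -0.70 in *phyA phyB* (adjusted p = 0.138), with an interaction of -5.64 (adjusted p = 3.5e-07), and *WRKY DNA-binding protein 26* (LOC_Os01g61080) had one of -5.53 (adjusted p = 5.5e-09).

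Of 41 genes of phenylpropanoid synthesis, the route to lignin, 14 rose and 1 fell in *phyA phyB* (camera adjusted p = 6.0e-05, and adjusted p = 0.124 with an estimated correlation), and the interaction was positive for 12 (13 when adjusted over the list alone). *PHE ammonia lyase 1* (LOC_Os02g41650), the entry enzyme, was at 45.8 ± 2.61 CPM in WT, 73.4 ± 6.43 in *phyA*, 45.8 ± 6.09 in *phyB* and 188 ± 14.9 CPM in *phyA phyB* (log2 2.03, SE 0.11, adjusted p = 2.3e-08), and *cinnamoyl coa reductase 1* (LOC_Os08g34280) rose from 4.79 ± 0.86 to 21.0 ± 1.12 CPM. The peroxidase that fell (LOC_Os08g02110, log2 -2.23) did not pass with limma on log2(RPKM + 0.25) (-1.55, adjusted p = 0.0128) or on log2(RPKM + 1) (-0.91), or without WT library E6 (edgeR adjusted p = 0.0102). Of 23 aquaporins, which pass water through membranes, 11 rose and 3 fell (camera adjusted p = 9.8e-06, and adjusted p = 0.124 with an estimated correlation). *NOD26-like intrinsic protein 4;2* (LOC_Os02g51110) rose from 2.33 ± 0.24 to 18.6 ± 1.49 CPM (log2 2.99, SE 0.18, adjusted p = 3.5e-08), while *small and basic intrinsic protein 2;1* (LOC_Os03g20410) fell from 128 ± 5.06 to 24.3 ± 2.78 CPM (log2 -2.39, SE 0.11, adjusted p = 3.2e-09). The other pair that fell, *tonoplast intrinsic protein 2;3* (LOC_Os02g44080, -1.28) and *tonoplast intrinsic protein 4;1* (LOC_Os05g14240, -1.40), was named after its values were seen.

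Other lists gave these results in *phyA phyB* against WT. Of 30 jasmonate and wound response genes, 3 rose and 2 fell (camera adjusted p = 0.69). *Lipoxygenase 3* (LOC_Os03g08220, log2 2.14), *jasmonate-zim-domain protein 1* (LOC_Os03g08320, 1.47) and a lipoxygenase (LOC_Os03g49350, 1.12, named after its value was seen) rose, and a wound-responsive gene (LOC_Os01g50622, -3.17) and another lipoxygenase (LOC_Os03g52860, -1.65) fell. LOC_Os03g52860 did not pass with limma on log2(RPKM + 1) (-0.76), nor LOC_Os01g50622 by its highest-count transcript (-3.09). In *phyB*, 4 of this list fell, the *jasmonate-zim-domain protein 1* genes LOC_Os03g08330 (-1.95), LOC_Os03g08320 (-1.50) and LOC_Os07g42370 (-1.01), and *lipoxygenase 3* gene LOC_Os04g37430 (-1.37). LOC_Os03g08330, LOC_Os07g42370 and LOC_Os04g37430 were named after their values were seen. Of 220 NB-ARC disease resistance genes, 28 rose and 9 fell (camera adjusted p = 0.0562), such as LOC_Os11g11810 (log2 2.64) and LOC_Os06g17970 (-2.69). Of 59 sugar transport genes 9 rose and 10 fell (10 and 10 when adjusted over the list alone; camera adjusted p = 0.395), but 10 rose and 4 fell with limma on log2(RPKM + 0.25), and *polyol/monosaccharide transporter 5* (LOC_Os03g10090) rose by 4.08 (SE 0.33, adjusted p = 5.4e-07). Of 6 genes of asparagine and glutamine synthesis, 1 rose, the asparagine synthase LOC_Os03g18130 (camera adjusted p = 8.3e-04, and adjusted p = 0.0318 with an estimated correlation). Of 280 ribosomal protein genes 3 rose and 1 fell (3 and 0 when adjusted over the list alone; camera adjusted p = 0.917), and the 3 are ubiquitin fusions to L40e, LOC_Os09g31031 (1.38), LOC_Os09g27930 (1.22) and LOC_Os09g31019 (1.13, and 0.98 without *phyA phyB* library E8). The plastid ribosomal gene that fell, LOC_Os04g38750 (-1.30), did not pass without E1, E2, E5, E6 or E7 (edgeR adjusted p = 0.0173, 0.0226, 0.0406, 0.0181 and 0.0348), with only the genotypes compared (0.0116) or with limma (-0.99 and -0.73). Of 41 proteasome genes edgeR called 0 (11 higher and 2 lower at an unadjusted p under 0.05), DESeq2 0, and limma 1 and 0.

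Where no other number is given, the counts of the lists here were the same when adjusted over the list alone. Lists of markers of cell types were tested in *phyA phyB* as well. Of 15 pollen-annotated genes 1 fell, an Ole e 1 allergen gene (LOC_Os04g32680), from 7086 ± 404 to 3402 ± 138 CPM (log2 -1.06, SE 0.08, adjusted p = 4.2e-07), and not past the threshold with limma (-0.78 at each pseudocount), and camera gave an adjusted p of 0.232. Of 4 tapetum-annotated genes edgeR, DESeq2 and limma called 0 (0 at an unadjusted p under 0.05; camera adjusted p = 0.975). Of 14 meiosis-annotated genes, all 3 called are Argonautes, LOC_Os04g52550 (log2 1.82) and LOC_Os03g47820 (1.38), which rose, and LOC_Os02g40280 (-4.75), which fell, at 9.74 ± 1.29 CPM in WT, 0.0455 CPM in *phyA*, 0 in *phyB* and 0.341 CPM in *phyA phyB* (camera adjusted p = 0.45). Of 85 histones and cyclins 1 rose and 2 fell (0 and 2 when adjusted over the list alone; camera adjusted p = 0.851). *Cycling DOF factor 2* (LOC_Os01g17000, -1.65), a transcription factor taken in by its name, and a cyclin (LOC_Os05g42200, -1.37) fell, neither past the threshold with limma on log2(RPKM + 1) (-0.97 and -0.84), and *histone H1-3* (LOC_Os06g04020) rose by 1.05, and not past the threshold without E1, E5, E6, E7 or E8 (edgeR adjusted p = 0.0290, 0.0109, 0.0200, 0.0245 and 0.0320) or with no filter before the test (0.0305). Of 39 genes of secondary walls and lignin, a marker of endothecium and vascular cells, 5 rose and 4 fell (camera adjusted p = 0.945). They include *hydroxycinnamoyl-CoA shikimate/quinate hydroxycinnamoyl transferase* (LOC_Os11g07960, 4.27) and *FASCICLIN-like arabinogalactan protein 13 precursor* (LOC_Os05g48900, 3.19), which rose, and *cinnamoyl coa reductase 1* (LOC_Os02g56690), which fell, from 63.7 counts over the WT libraries to 2.25 over those of *phyA phyB*. The others, besides LOC_Os08g34280 and LOC_Os02g56720, were LOC_Os09g07350 (1.54) and LOC_Os12g13160 (1.19), which rose, and LOC_Os02g26320 (-1.16) and LOC_Os08g17500 (-2.06), which fell, named after their values were seen.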
